# Allometrically scaling tissue forces drive pathological foreign-body responses to implants via *Rac2*-activated myeloid cells

**DOI:** 10.1038/s41551-023-01091-5

**Published:** 2023-09-25

**Authors:** Jagannath Padmanabhan, Kellen Chen, Dharshan Sivaraj, Dominic Henn, Britta A. Kuehlmann, Hudson C. Kussie, Eric T. Zhao, Anum Kahn, Clark A. Bonham, Teruyuki Dohi, Thomas C. Beck, Artem A. Trotsyuk, Zachary A. Stern-Buchbinder, Peter A. Than, Hadi S. Hosseini, Janos A. Barrera, Noah J. Magbual, Melissa C. Leeolou, Katharina S. Fischer, Seth S. Tigchelaar, John Q. Lin, David P. Perrault, Mimi R. Borrelli, Sun Hyung Kwon, Zeshaan N. Maan, James C. Y. Dunn, Rahim Nazerali, Michael Januszyk, Lukas Prantl, Geoffrey C. Gurtner

**Keywords:** Translational research, Molecular medicine

## Abstract

Small animals do not replicate the severity of the human foreign-body response (FBR) to implants. Here we show that the FBR can be driven by forces generated at the implant surface that, owing to allometric scaling, increase exponentially with body size. We found that the human FBR is mediated by immune-cell-specific *RAC2* mechanotransduction signalling, independently of the chemistry and mechanical properties of the implant, and that a pathological FBR that is human-like at the molecular, cellular and tissue levels can be induced in mice via the application of human-tissue-scale forces through a vibrating silicone implant. FBRs to such elevated extrinsic forces in the mice were also mediated by the activation of *Rac2* signalling in a subpopulation of mechanoresponsive myeloid cells, which could be substantially reduced via the pharmacological or genetic inhibition of *Rac2*. Our findings provide an explanation for the stark differences in FBRs observed in small animals and humans, and have implications for the design and safety of implantable devices.

## Abstract (web summary)

Elevated extrinsic tissue-scale forces can drive pathological foreign-body responses to implants, mediated by the *Rac2*-mediated activation of a subpopulation of mechanoresponsive myeloid cells.

## Main

Biomedical implants have revolutionized modern medicine by improving the survival and quality of life for millions of patients worldwide. Over 70 million devices, including breast implants, pacemakers and orthopaedic prostheses, are implanted globally each year and are associated with more than US$100 billion in annual expenditure^1^. Chronic inflammation around implanted devices leads to reduced biocompatibility and results in the development of a long-term foreign-body response (FBR). In clinical practice, the longevity of biomedical implants is limited by a pathological FBR, frequently leading to implant failure and eventual rejection^2^. Nearly 90% of all implant failures in commonly used medical devices are associated with the FBR, and up to 30% of all implantable devices will undergo failure during their lifetime^3–5^. As advances in materials science and electronics continue to shape the design of increasingly sophisticated biomedical devices, modifying the underlying host inflammatory response to these biomaterials remains the final frontier in developing truly bio-integrative medical devices.

The FBR begins as a wound-healing-like response to the local tissue trauma that occurs during the initial surgical implantation of a device. Shortly thereafter, the FBR begins a transition towards a long-term response state, in which a fibrous capsule forms around the implant, leading to device malfunction and to the distortion of surrounding tissue^2,6^. The current prevailing hypothesis is that the FBR is primarily a reaction of the local host tissue to the chemical and mechanical surface properties of the implanted material^7–10^. Accordingly, recent research has focused on new chemistries to identify rare, ‘superbiocompatible’ materials, such as zwitterionic hydrogels and triazole-containing alginates, that appear to reduce the FBR^7,11,12^. Additional studies have also explored the potentially important contributions of surface topography, finding that modifying the roughness (micrometre-level surface architecture) could suppress the FBR and fibrosis^10^. Similarly, strategies for modulating the mechanical properties of biomaterials have also been developed and have shown that soft materials can reduce fibrosis, although they do not reduce inflammation^9^. Although these developments have improved our understanding of the FBR, they all have substantial limitations. For example, hydrogels and other soft materials have a low range of elastic moduli (1–100 kPa) and hence cannot be used for biomedical devices that need to provide structural support (such as bone and orthopaedic implants) or for devices that interact with relatively stiffer tissues (such as pacemakers and neurostimulators).

Our incomplete understanding of the FBR is exacerbated by the inability of standard animal models to recapitulate the sustained inflammatory response and severe fibrotic reaction associated with implant failure in humans^13^. Although the molecular machinery responsible for inflammation and fibrosis is highly conserved across species^14,15^, studies have shown that small animal models, such as mice, generate a relatively mild FBR to implantable materials compared with larger organisms^16–18^, such as humans, which limits their clinical relevance. A key feature that differentiates humans from mice is their body size, with humans being several orders of magnitude larger^19,20^. Well-established allometric-scaling principles dictate that tissue-scale forces and, thus, tissue mechanical stress increase exponentially with an increase in body size^19–22^. We have previously shown that increasing the mechanical tissue stress in murine skin during healing promotes the ability of murine models to mimic human-like skin fibrosis^23^. It seems probable that changes in the tissue mechanical environment could also play a role in observed inter-species differences in the FBR, yet the underlying mechanisms have not been examined.

In this study, we report a comprehensive investigation of the FBR in human tissue samples and murine models and determine how changes in the tissue mechanical environment may affect the development of the FBR. Using this knowledge, we then manipulate extrinsic tissue forces using a newly developed murine model to recapitulate the human FBR at histological and transcriptomic levels. In both humans and mice, we identified a unique subpopulation of mechanoresponsive myeloid cells mediated by *RAC2* signalling that specifically respond to changes in tissue forces during the FBR. We also show that the pharmacological and genetic inhibition of these cell populations can prevent the development of a pathological FBR.

## FBRs in humans show similar levels of fibrosis across implant types

To understand the importance of material properties on the human FBR, we analysed fibrotic capsules from a diverse array of biomedical implants. We collected human fibrous-capsule tissue samples from silicone-based breast implants, titanium-based pacemakers, neurostimulators and mixed-alloy-based orthopaedic implants. Because each type of implant was made up of different material chemistries with different mechanical properties, we hypothesized that the resulting fibrotic capsule surrounding each type of implant would vary in fibrotic severity.

We found that the FBR surrounding each implant was strikingly similar in tissue architecture (Fig. 1a and Extended Data Fig. 1). Specifically, all FBR capsules analysed were predominantly composed of mature type-I collagen with highly organized and aligned fibres, characteristic of severely fibrotic scar tissue resulting from elevated tissue mechanical forces (Fig. 1b,c and Extended Data Fig. 1a–c)^24^. These implants also consisted of relatively similar inflammatory infiltrates (Extended Data Fig. 1d). Overall, these implants all had different material chemistries with different mechanical properties, yet they all generated similar levels of FBR development. Thus, we postulated that the implants’ material properties were insufficient to explain the mechanisms that underlie the human FBR across the range of materials we examined.

**Fig. 1:**
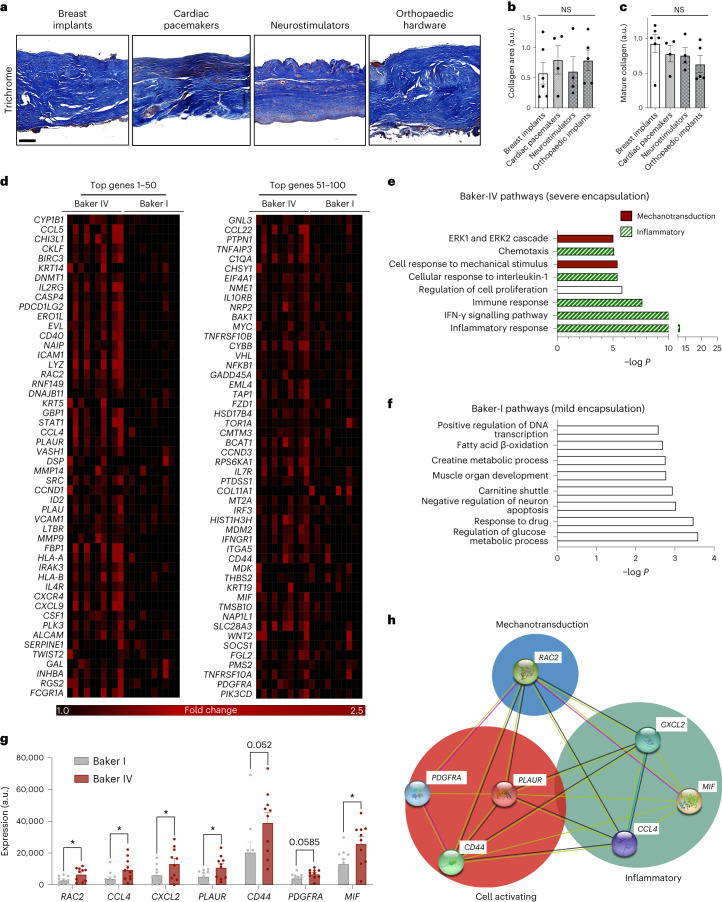
Pathological FBR in humans is mediated by *RAC2* mechanotransduction signalling, regardless of implant properties, and is associated with increased mechanical signalling. **a**, Trichrome staining of fibrotic capsules from the fibrous capsule formed around silicone-based breast implants, titanium-based pacemakers and stainless-steel-based orthopaedic implants are all similar to one another. Implant located at the bottom of each image. Scale bar, 200 µm. **b**,**c**, Quantification of collagen (**b**) and mature collagen (**c**) shows no significant differences between the different types of human implant. For breast implants, *n* = 6 independent capsules; cardiac pacemakers, *n* = 4 independent capsules; neurostimulators, *n* = 4 independent capsules; and orthopaedic hardware, *n* = 5 independent capsules. **d**, Heat map of the top-100 genes upregulated in Baker-IV versus Baker-I breast implants, organized in decreasing order of *P* value. **e**,**f**, Pathways significantly upregulated in Baker-IV (**e**) or Baker-I (**f**) samples analysed using DAVID. Selected pathways highlighted in red are mechanotransduction pathways and those highlighted in green are inflammatory pathways. **g**, Selected cell-activating and inflammatory genes upregulated in Baker-IV (red) (*n* = 10 independent capsules) versus Baker-I (grey) capsules (*n* = 10 independent capsules; *RAC2*, *P = 0.241; *PLAUR*, *P = 0.0388; *CXCR4*, *P = 0.0332; *CD44,* *P* = 0.052; *PDGFRA*, *P* = 0.0585; *MIF*, *P = 0.0211). **h**, STRING analysis showing that *RAC2* is a central mechanotransduction mediator of both cell-activating and inflammatory signalling genes that were all upregulated in Baker-IV specimens. STRING analysed interactions between the different genes based on experimental evidence and predicted interactions. Statistical comparisons for **b** and **c** were made by using a one-way ANOVA with Tukey’s multiple comparisons tests; statistical comparisons for **g** were made using a two-tailed *t*-test comparing Baker-IV with Baker-I samples for each gene. Each data point represents an independent capsule from a different patient. All data represent mean ± s.e.m. Representative images are shown across all experiments. NS, not statistically significant. Source data

## A pathological human FBR is characterized by *RAC2* signalling

To explore other previously unidentified variables that may be involved in the FBR, we analysed implant capsules from identical biomedical breast implants that still generated different severities of FBR in human patients^25^. Fibrosis around breast implants is conventionally classified using the Baker system, where Baker I is the least severe and represents cases with minimal clinically observable implant capsule contracture, whereas Baker IV represents the most severe (pathological) cases that show a sustained inflammatory reaction, pronounced fibrotic contracture and pain. As relatively few patients with mild (Baker I) capsular fibrosis routinely undergo surgical revision and tissue collection, this group represented a limiting factor in our overall data collection. We analysed mRNA isolated from human tissue specimens of both mild (non-pathological) and severe (pathological) FBR observed in humans around implants made of the exact same silicone material using a next-generation-sequencing-based quantitative assay against a biomarker panel (HTG Molecular), which consisted of more than 2,500 known biomarkers for inflammation and fibrosis (Fig. 1d and Extended Data Fig. 1e). We displayed the top-100 genes that were significantly (*P* < 0.05) upregulated in the Baker-IV breast implant capsules compared with the Baker-I capsules in heat maps (Fig. 1d) and then used the Database for Annotation, Visualization and Integrated Discovery (DAVID) pathway analysis to identify the top pathways upregulated in the severe Baker-IV capsules compared with the Baker-I capsules (Fig. 1e,f)^26^. We observed that the top genes upregulated in Baker-IV implants were critically involved in mechanical signalling pathways, including ‘cellular response to mechanical stimulus’ and ‘positive regulation of ERK1 and ERK2 cascade’ (Fig. 1e). Baker-IV implant capsules also showed significant upregulation of ‘inflammatory signalling related to chemotaxis’, ‘cellular response to interleukin-1’ and ‘immune response pathways’ (Fig. 1e). In contrast, the milder Baker-I implant capsules showed only a modest upregulation of pathways related to homoeostatic processes, such as glucose and fat metabolism (Fig. 1f).

As previous research has shown that elevated mechanical forces subsequently activate inflammatory and other cell-signalling processes^27–29^, we postulated that the upregulation of mechanoresponsive signalling genes may also drive cellular responses towards Baker-IV inflammation, fibrosis and pathologically severe FBR. We found that *RAC2*, a haematopoietic-specific Rho-GTPase inflammatory mechanotransduction marker, was significantly (*P* < 0.05) upregulated in the Baker-IV implant specimens (Fig. 1d–g). RAC2 is a signal-transduction molecule that mediates the recruitment and activation of immune cells and that has been shown to be activated by mechanical forces^30,31^. Baker-IV capsules also showed a significantly (*P* < 0.05) increased expression of *CCL4*, which has been shown to be mechanically activated, and mediates classic fibrosis through the activation of haematopoietic cells^29,32,33^. With respect to inflammatory pathways, Baker-IV capsules significantly upregulated *CXCL2* (*P* < 0.05), *PLAUR* (*P* < 0.05) and *MIF* (*P* < 0.05). Of these, *CXCL2* has been shown to contribute to the recruitment and activation of myeloid cells, including neutrophils and macrophages^34–36^. Similarly, *MIF* and *PLAUR* have also been identified as critical mediators of inflammation in haematopoietic cells, leading to fibrosis^37,38^.

Using STRING (Search Tool for the Retrieval of Interacting Genes/Proteins), a pathway analysis tool that predicts gene–gene interactions^39^, we found that *RAC2* could play a centralized and pivotal role as a mechanotransducer that guides the expression of all other aforementioned top genes to drive both cell-activating and inflammatory pathways (Fig. 1h). In addition, *RAC2* guided the activation of *CD44* (*P* < 0.05; Fig. 1g), which has previously been shown to increase the responsiveness of the extracellular matrix to mechanical stimulation and to be crucial for the activation of downstream mechanical effectors, such as *SRC* and *MYC*, which directly contribute to macrophage-mediated inflammation^40–42^.

As both Baker-I and Baker-IV implants are made of the same material (silicone) with identical material chemistry and mechanical properties, these results strongly suggested that pathological (Baker IV) FBR in humans may be mediated by *RAC2* mechanotransduction signalling, independent of implant material properties. As RAC2 is a haemopoietic-specific Rho-GTPase^30,31^, we hypothesized that mechanical forces may mediate immune-cell-specific mechanotransduction to generate pathologically severe FBR. We then sought to test this hypothesis in a murine model.

## Standard murine FBR models generate low mechanical stress

To further study the importance of mechanical forces on the development of FBR, we decided to use a murine model of FBR. Unfortunately, previous studies have shown that mice generate a relatively mild FBR to implantable materials compared with large organisms^16–18^, leading to a dearth of development for clinically relevant therapies for FBR. Because of the dramatic difference in mechanical signalling observed between severe (pathological) and mild (non-pathological) FBR in humans, we hypothesized that increased mechanical signalling owing to allometrically scaling tissue-scale forces might also explain differences in FBR severity between mice and humans. In the context of biomedical implants, cells are believed to mediate mechanotransduction signalling primarily due to the implant material properties. For example, cells on stiffer substrates have been found to exhibit higher mechanical signalling compared with cells cultured on softer substrates^43,44^. However, as organisms evolve and grow larger, fundamental allometric-scaling principles dictate that mice have inherently exponentially lower levels of extrinsic tissue forces compared with humans because of the 10^4^-fold difference in organism size^19–22^. These drastic differences in the surrounding host tissue properties would drastically affect the mechanical environment surrounding the implant. Thus, we must consider both the implant materials’ properties and surrounding tissue properties to quantify the local mechanical stress at the implant–tissue interface.

To investigate how differences in murine and human extrinsic tissue-scale forces play a role in the development of FBR, we modelled the local mechanical-stress patterns at the implant–tissue interface in mice and humans using finite element modelling (FEM; Abaqus v.2017; SIMULIA). Using a combination of factors, including the murine or human surrounding tissue properties and the material properties of the implants themselves (Methods; Supplementary Tables 1–3 and Supplementary Fig. 1), we predicted that the maximal stress surrounding a standard silicone murine implant was 0.2 kPa, compared with over 20 kPa surrounding human silicone breast implants (Fig. 2a,b and Extended Data Fig. 2). As both implants were made of the same material (silicone), this 100-fold increase in mechanical stress in humans was largely due to the allometric-scaling differences between humans and mice in both tissue size and tissue mechanical properties, potentially explaining why standard murine (SM) preclinical models generate a much lower FBR (Fig. 2a, Supplementary Fig. 1 and Extended Data Fig. 2). Correspondingly, we found that humans generated an FBR with significantly increased amounts of collagen and mature collagen compared with SM models (*P* < 0.05; Fig. 2d–h). Human implant capsules were also characterized by significantly increased myofibroblast activation compared with SM implants (*P* < 0.05; Fig. 2f). Analysing the surface of implants using scanning electron microscopy (SEM), we also observed that human implants were covered by a highly fibrous collagen network, which was not observed on the SM implants (*P* < 0.05; Fig. 2g,h).

**Fig. 2:**
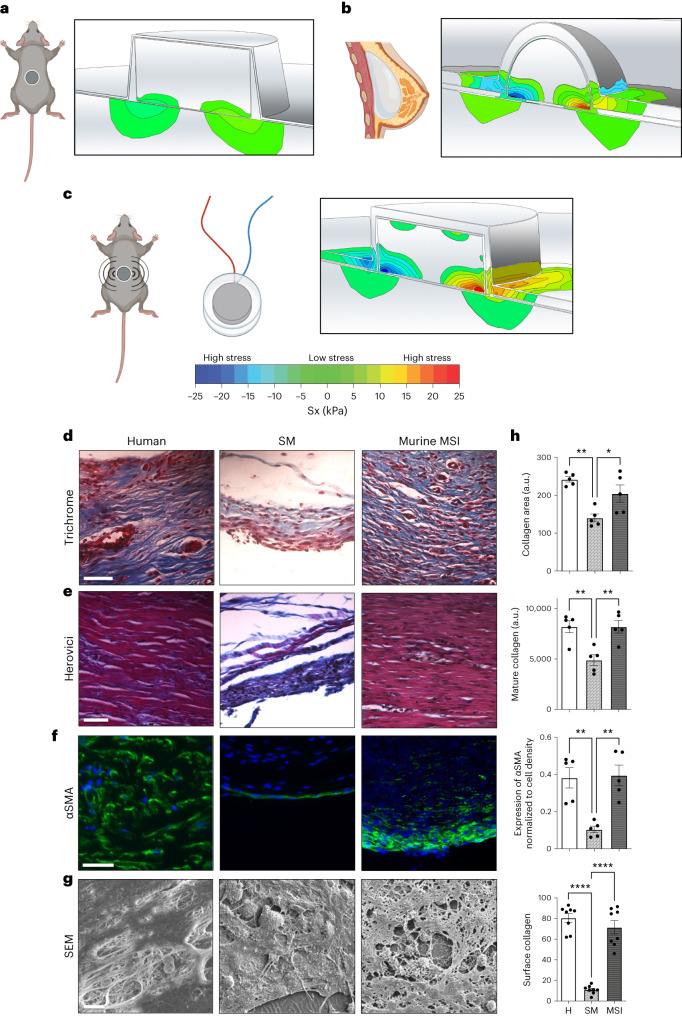
Altering extrinsic tissue-scale forces using MSIs produces a human-like FBR capsule architecture in mice. **a**,**b**, FEM of murine (**a**) and human (**b**) implants showing that human implants are subject to 100-fold higher mechanical stress than murine implants. **c**, Schematic and picture of the MSI model. FEM confirming that MSIs recreate human levels of mechanical stress in the mouse. Sx refers to the mechanical stress in the *x* direction. **d**, Trichrome staining of FBR capsules in the human implant capsules, SM model and the MSI murine model. Scale bar, 50 µm. **e**, Herovici staining showing mature (red) and immature (blue) collagen. Scale bar, 50 µm. **f**, Immunostaining for αSMA, a marker for myofibroblasts. Scale bar, 50 µm. Implant located at the bottom of each image. **g**, SEM imaging of the surface of the capsules. Scale bar, 10 μm. **h**, Top: quantification of percent area positive for collagen in each capsule (far right; *n* = 5 biological replicates for each group; *P = 0.0261, **P = 0.0012). Second from top: quantification of mature collagen deposition in the FBR tissue (far right; *n* = 5 independent capsules per group; **P = 0.0044). Third from top: quantification of αSMA normalized to cell density using image analyses in each capsule (*n* = 5 biological replicates for each group; **P = 0.0028). Bottom: quantification of surface collagen percent area associated with each capsule (*n* = 8 biological replicates for each group; ****P < 0.0001). Statistical comparisons were made by using a one-way ANOVA with Tukey’s multiple comparisons tests. Each data point represents an independent capsule from a different patient or mouse. All data represent mean ± s.e.m. Representative images are shown across all experiments. H, human. Source data

Variations in implant geometry and implant material stiffness resulted in only minimal changes to the predicted mechanical stress at the implant–tissue interface in our finite element models. In humans, both silicone-based breast implants and much stiffer titanium-based implants, such as pacemakers and neurostimulators, generated similar mechanical-stress profiles in the range of 20–23 kPa surrounding the implants (Extended Data Fig. 2). These similarities in stress profiles could explain the similar fibrotic encapsulation observed around these different types of human implant (Fig. 1a–c). Overall, by controlling for all other factors including implant material properties, we found that the large differences in murine and human extrinsic tissue mechanical forces significantly contributed to drastically different mechanical-stress profiles surrounding biomedical implants.

## Mechanically stimulating implants induce a human-like FBR

To investigate the importance of these tissue forces, we developed a murine model that artificially imposes human-like levels of increased tissue mechanical forces surrounding the implant, independently of implant size and chemistry. Specifically, we developed an implantable silicone device encapsulating a small motor (Fig. 2c and Supplementary Fig. 2a), which could be induced to produce intermittent in situ implant vibration. As vibration is a mechanical force, these mechanical forces from the implant would intermittently increase the mechanical loading of the surrounding tissue to human levels. After iterating through combinations of vibration frequency and amplitude in our finite element model, we determined that 3 V batteries with an amplitude of 1.38 G and a frequency of 203 Hz would artificially increase the extrinsic tissue-scale forces from the surrounding host tissue to generate a 100-fold increase in mechanical stress at the implant–tissue interface (24.1 kPa), similar to that surrounding human implants (Fig. 2c). The development of these mechanically stimulating implants (MSIs) in mice provided a unique system with which to examine the effect of increased extrinsic tissue-scale forces alone on the subsequent FBR.

When compared with standard implants, MSIs developed FBR capsules with significantly more collagen deposition in the capsule and on the implant surface, increased collagen maturity and upregulated myofibroblast activation (*P* < 0.05; Fig. 2d–h). In accordance, MSIs developed FBR capsules that were nearly identical to human FBR capsules across all these metrics (Fig. 2d–h). These findings showed that by artificially inducing high levels of mechanical stress around murine implants to imitate the mechanical environment in humans, a human-like FBR capsule architecture can be recreated in mice, which is markedly different than that observed in SM implants^13,45^. Both the MSI and standard implants were made of the same material (silicone) and had the same geometry.

To control for any differences resulting from the presence of the inactivated coin motor, we performed additional experiments to compare the FBR between MSIs with the motor on and off (Extended Data Fig. 3). We found that the MSIs without the motor activated were also unable to generate a human-like highly fibrotic capsule (Extended Data Fig. 3), confirming that the human-like FBR observed with the motor activated MSIs (producing vibration) was due to mechanical loading of the surrounding tissue. Furthermore, we found that modulating the amount of mechanical activation with a lower duration of stimulation (lower dose) was also able to titrate the amount of subsequent FBR (Extended Data Fig. 4). Both MSIs and standard implants required surgical incisions and placement of a same-sized silicone disc. As both groups of mice received the same wound injury and implantation of the same-sized silicone device, the only variable that was altered was that of mechanical stimulation. Thus, we show that increased extrinsic mechanical forces by the surrounding tissue results in a human-like highly fibrotic capsule, independent of both material chemistry and mechanical properties (Fig. 2 and Extended Data Fig. 3). Although elevated mechanical tissue forces have been previously linked to increased inflammation and fibrosis in the context of wound healing, we show this phenomenon in the context of the FBR to biomedical implants^46^. Taken together, these results show that manipulating a third independent variable, the extrinsic tissue-scale forces (which can increase either allometrically in humans or artificially with vibration in mice), can drive the biology of the FBR, independent of implant properties.

## Mechanically induced *Rac2* signalling drives pathological FBR

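Single cells were collected from the capsules around standard murine (SM) implants and mechanically stimulated implants (MSIs) in mice 2 and 4 weeks after implantation, and captured in droplets in which each RNA molecule receives a unique molecular identifier (UMI). The data hold 1 library for each implant and time point, so that n = 1 for each of the 4 conditions and a difference between conditions is also a difference between 2 libraries. The authors deposited the raw number of UMIs for each gene in every barcode that Cell Ranger 3.1.0 had called as a cell on the mouse genome build mm10, without normalization and before a filter on mitochondrial transcripts. Every barcode held at least 500 UMIs. The libraries held 57135542 UMIs from SM capsules and 55519980 from MSI capsules at 2 weeks, and 49527457 and 14664550 at 4 weeks, so the 4-week MSI library was the shallowest. Following the methods of the paper, barcodes with at least 200 UMIs and under 10% mitochondrial UMIs were kept. Counts were scaled to 10000 UMIs per cell and transformed as the natural log of the value plus 1, the share of mitochondrial UMIs was regressed out, and 15 principal components of 2000 variable genes were used. The methods name no cluster algorithm or resolution, and cells were grouped with the Leiden algorithm at a resolution of 0.8. The 80 genes that the paper reports as results or as markers were left out of the variable genes. The other genes of the marker lists c0 to c7 were not left out, except in 1 alternative chosen after seeing the data. Clusters were named from fixed lists of marker genes taken largely from Supplementary Data 2 and 5, and the names are therefore rebuilt, not the authors' own. Doublets were called in each library and kept. Gene levels are pooled counts of a library and cell class, scaled to the total UMIs of that pool (CPM) with an exact Poisson 95% interval, and shares of cells have an exact Clopper-Pearson 95% interval. Log2 ratios are of pooled CPM and are followed by a 95% interval in brackets, from the exact binomial interval of the split of the counts between the 2 libraries. Ratios with the same weights for groups of cells instead have a 95% interval from a normal approximation on the log scale. All of these intervals cover counting error only, and with 1 library per condition no test between conditions was possible. The intervals of gene levels and ratios also leave out differences between the cells of a library. Of the gene identifiers in the files, 27645 (98.7%) are in GENCODE release M21 on GRCm38, the assembly of mm10, from which gene positions were taken.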

To examine the cellular response through which extrinsic tissue-scale forces alter the FBR, we analysed the cells surrounding the murine MSI and standard implants using single-cell RNA sequencing (scRNA-seq). We analysed a total of 36,827 cells from both early-stage and late-stage capsules from both standard implants and MSIs (Fig. 3a–c). These time points were chosen due to observable differences in the tissue architecture of the capsules as early as 2 weeks post-implantation (early stage), with the MSI capsules progressing to reach a stable human-like tissue architecture at about 4 weeks post-implantation (late stage) (Fig. 2 and Extended Data Fig. 3). 

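The deposited libraries together held 41365 barcodes, of which 40226 passed the filter. These were 13746 cells from SM capsules and 10823 from MSI capsules at 2 weeks, and 7900 and 7757 at 4 weeks. The mitochondrial limit removed 218, 369, 488 and 64 barcodes in the same order, and the UMI minimum removed none. The median cell held 2370 UMIs and 1026 genes in the 2-week SM library, 3789 UMIs and 1367 genes in the 2-week MSI library, 4243.5 UMIs and 1563.5 genes in the 4-week SM library, and 1202 UMIs and 506 genes in the 4-week MSI library. With a Scrublet score of 0.2 as the limit in every library, between 2.82% and 3.49% of cells were called doublets. A minimum of 500 genes per cell would have kept 31620 cells, a mitochondrial limit of 5% would have kept 37115, and removal of the called doublets 38980.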

Automated cell identification with SingleR revealed two major cell types that populated the FBR capsules in both standard implants and MSIs: immune cells (myeloid and lymphoid) and fibroblasts (Fig. 3d,e)^47^. 

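Clustering of all cells gave 20 clusters, of which the named ones were myeloid, lymphoid (B cells, and T or NK cells), fibroblast or erythroid, and 1 cluster carried both B-cell and myeloid genes. Clustering the fibroblasts again separated endothelial, mural and skeletal muscle cells, and clusters with both fibroblast and myeloid genes that are called mixed here. Lymphoid cells made up 1.92% (1.70 to 2.16) of the cells of the 2-week SM capsules and 1.58% (1.35 to 1.83) of those of the 2-week MSI capsules. At 4 weeks their share was 2.43% (2.10 to 2.79) in SM capsules and 26.3% (25.3 to 27.3) in MSI capsules. Of the 2039 lymphoid cells of the 4-week MSI library, 1401 were B cells, against 9, 13 and 7 B cells in the 2-week SM, 2-week MSI and 4-week SM libraries. Fibroblasts made up 26.5% (25.8 to 27.3) of cells in SM capsules and 21.7% (20.9 to 22.5) in MSI capsules at 2 weeks, and 38.8% (37.7 to 39.9) and 4.58% (4.12 to 5.07) at 4 weeks. The 4-week MSI library held 355 fibroblasts, which widens the interval of every value from them. Endothelial cells numbered 7, 4, 56 and 2 in the 2-week SM, 2-week MSI, 4-week SM and 4-week MSI libraries. The mixed cells were left out of every class by a limit set after the clusters were seen, and made up 4.22%, 3.10%, 3.92% and 0.400% of cells in the same order.

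**Figure D1:**
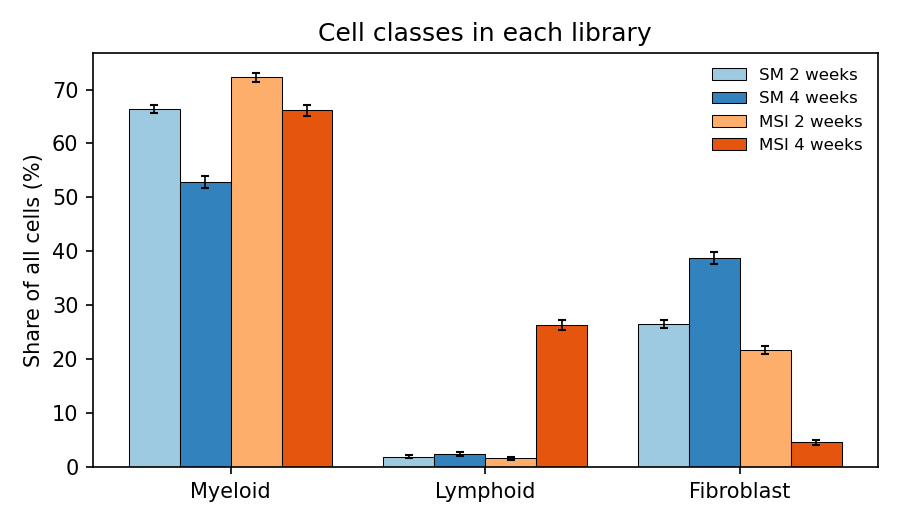
Share of all cells (%, y axis) that were myeloid, lymphoid or fibroblast in each of the 4 libraries. Bars are the shares of 1 library each and lines their exact 95% intervals (counting error only); the lymphoid bar of the 4-week MSI library stands at 26.3%.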

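*Pdgfra* lies on chromosome 5 from 75152292 to 75198215 and *Postn* on chromosome 3 from 54361109 to 54391037, and neither gene was used to build or to name the clusters. The level of *Pdgfra* in fibroblasts was 120.3 CPM in SM capsules and 175 CPM in MSI capsules at 2 weeks, and 143 and 178 CPM at 4 weeks, and in myeloid cells it lay between 1.87 and 3.33 CPM. The levels of *Postn* in fibroblasts were 1039 CPM in SM capsules and 842 CPM in MSI capsules at 2 weeks, and 1756 and 922 CPM at 4 weeks, and those in myeloid cells ranged from 5.72 to 40.7 CPM.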

Fibroblasts were defined by the cell-specific markers *Pdgfra* and *Postn* (Fig. 3f)^48–51^. 

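The immune marker genes *Ptprc*, *Cd68* and *Cd3g* were likewise kept out of the clustering and naming. Across the 4 libraries *Ptprc* ranged from 247 to 422 CPM in myeloid cells and from 414 to 646 CPM in T or NK cells, against 2.93 to 16.2 CPM in fibroblasts. *Cd68* ranged from 272 to 527 CPM in myeloid cells, from 21.1 to 67.9 CPM in T or NK cells and from 4.08 to 7.28 CPM in fibroblasts. The level of *Cd3g* in T or NK cells ranged from 325 to 564 CPM, and in myeloid cells from 2.12 to 2.75 CPM.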

Immune cells were defined by the cell-specific markers *Ptprc* (haematopoietic marker), *Cd68* (myeloid cells), *Cd19* (lymphoid B cells) and *Cd3g* (lymphoid T cells) (Fig. 3g)^52–56^. 

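Myeloid cells, the class with the fixed markers *Lyz2*, *Tyrobp*, *Fcer1g* and 13 others, made up 66.4% (65.6 to 67.2) of the cells from SM capsules and 72.3% (71.4 to 73.1) of those from MSI capsules at 2 weeks. At 4 weeks the shares were 52.9% (51.8 to 54.0) and 66.2% (65.1 to 67.2). The MSI share was higher by 5.92 percentage points at 2 weeks and by 13.3 at 4 weeks, beyond the counting intervals. The lower mitochondrial limit of 5% moved these differences most, to 7.11 and 18.6 percentage points. Over both time points and among cells of the 4 classes myeloid, lymphoid, fibroblast and endothelial, myeloid cells were 64.8% (64.1 to 65.4) of SM cells and 72.5% (71.8 to 73.1) of MSI cells.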

Myeloid cells, including monocytes, macrophages, dendritic cells and granulocytes, were the most abundant cell type in both the standard implant and MSI capsules (Fig. 3d,e), and mechanical stimulus directly increased myeloid cell proportions in the MSI model (Fig. 3e).

**Fig. 3:**
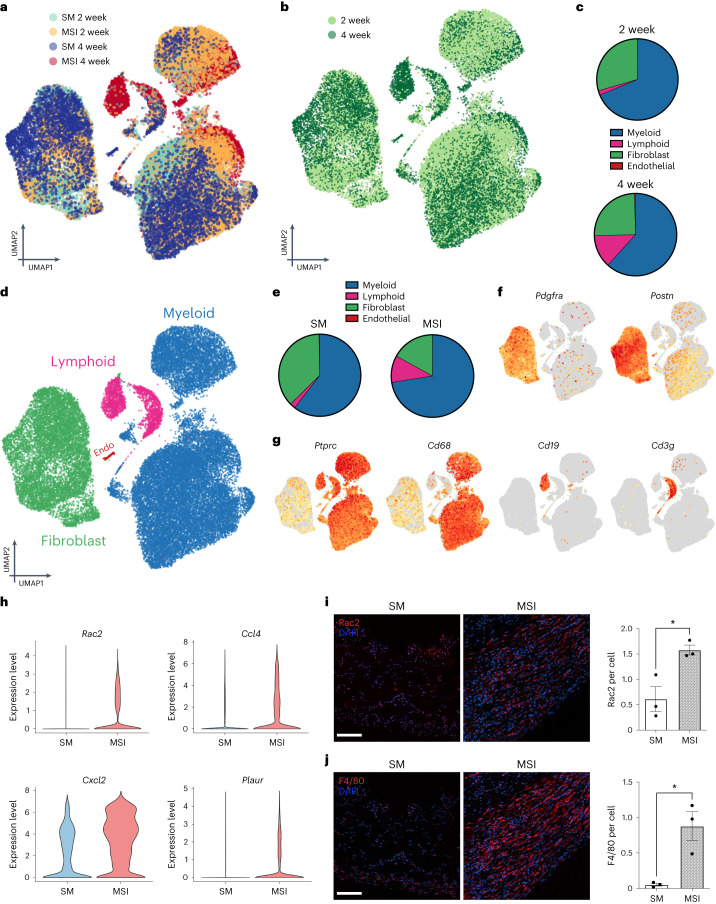
MSIs generate a sustained inflammatory response at the implant–tissue interface. **a**,**b**, UMAP plots of all cells from murine FBR capsules classified by sample type (**a**) and time points (**b**). A total of 36,827 cells were analysed. **c**, Relative proportion of myeloid, lymphoid fibroblast, and endothelial cells in 2-week and 4-week capsules. **d**, UMAP plots coloured by cell type. **e**, Relative proportion of myeloid, lymphoid, fibroblast, and endothelial cells in SM implants and MSI capsules. Myeloid cells were the most abundant cell type in both capsules and were particularly enriched with mechanical stimulation. **f**,**g**, Gene expression of fibroblast-defining genes (**f**) and immune cell-defining genes (**g**) projected onto UMAP embeddings. Grey, no gene expression; light orange, low gene expression; bright orange, high gene expression. **h**, Violin plots of MSI capsules compared with SM implant capsules. **i**,**j**, CODEX immunofluorescence staining of Rac2 (**i**) and (**j**) F4/80. The implant is located at the bottom of each image (*n* = 3 independent capsules per group; Rac2, *P = 0.0212; F4/80, *P = 0.0154). Scale bar, 50 μm. Statistical comparisons for **i** and **j** were made by using a two-tailed *t*-test. Data are presented as mean ± s.e.m. Endo, endothelial. Source data

Analysis of the differential gene expression between cells isolated from standard implant capsules and MSI capsules showed significant differences in the activation of *Rac2* and associated inflammatory markers between the two groups. 

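*Rac2*, on chromosome 15 from 78559167 to 78572783, gave 4913 UMIs in the 2-week SM library, 9472 in the 2-week MSI library, 3707 in the 4-week SM library and 3899 in the 4-week MSI library. Pooled over all cells, this is 86.4 (84.0 to 88.8) CPM in SM and 172 (169 to 176) CPM in MSI capsules at 2 weeks, and 75.7 (73.3 to 78.2) and 267 (259 to 276) CPM at 4 weeks. The log2 ratio of MSI to SM was 1.00 (0.95 to 1.05) at 2 weeks and 1.82 (1.75 to 1.88) at 4 weeks. The mean over cells of counts per 10000 UMIs, which gives shallow and deep cells the same weight, gave 0.82 and 1.21.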

MSI cells showed robust activation of *Rac2* signalling in contrast to standard implant cells, which showed relatively minor activation of *Rac2* (Fig. 3h). In addition, MSI cells showed activation of top markers related to Baker-IV expression in our human data (Fig. 1g), such as *Ccl4*, *Cxcl2* and *Plaur*. Similarly, MSI cells showed robust activation of inflammatory markers, such as *Il1b*, *Clec4b* and *C5ar1* (Extended Data Fig. 5a)^57–59^. 

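In myeloid cells, *Rac2* stood at 228 CPM in SM capsules and 328 CPM in MSI capsules at 2 weeks, and 234 and 226 CPM at 4 weeks. The log2 ratio of MSI to SM in myeloid cells was 0.53 (0.47 to 0.58) at 2 weeks and -0.05 (-0.13 to 0.03) at 4 weeks, so that no difference was detectable at this depth at the later time point, where the mean over cells gave 0.16 and a minimum of 500 genes per cell -0.19. Lymphoid cells held more *Rac2* than myeloid cells in every library, with 925 CPM in SM capsules and 886 CPM in MSI capsules at 2 weeks, and 785 and 609 CPM at 4 weeks. The ratio over all cells therefore also carries the mix of classes. With the same weights given to the cell classes and myeloid clusters of every library, the log2 ratio was 0.29 (0.21 to 0.37) at 2 weeks and 0.03 (-0.10 to 0.15) at 4 weeks.

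**Figure D2:**
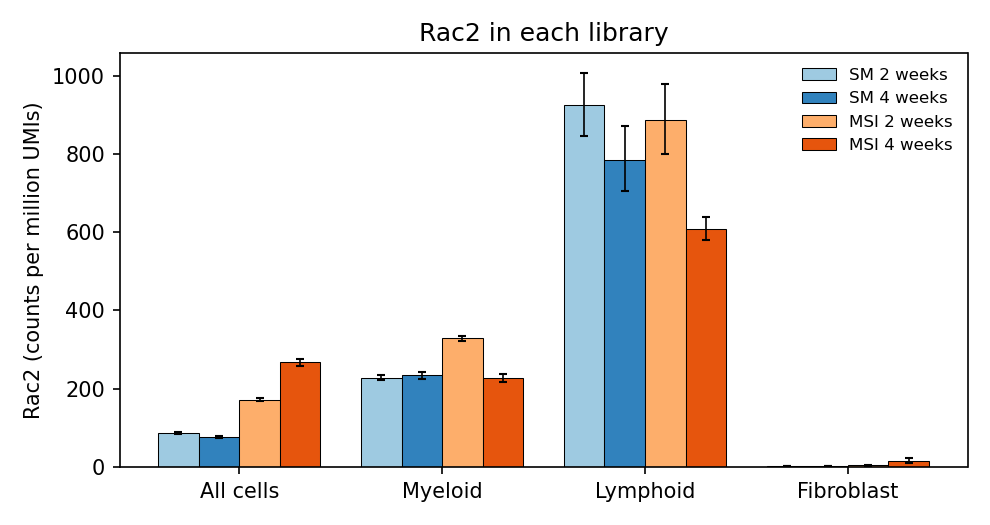
*Rac2* (CPM, y axis) in all cells and in the myeloid, lymphoid and fibroblast classes of the 4 libraries. Bars are pooled values of 1 library each and lines exact Poisson 95% intervals (counting error only); in all cells the 4-week MSI library stands highest, and in myeloid cells the 2-week MSI library does.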

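Over all cells, *Ccl4* (on chromosome 11 from 83662584 to 83664683) had a log2 ratio of MSI to SM of 1.29 (1.26 to 1.31) at 2 weeks and 3.39 (3.36 to 3.41) at 4 weeks, from 459 CPM in SM capsules and 1119 CPM in MSI capsules at 2 weeks, and 314 and 3281 CPM at 4 weeks. *Cxcl2* had ratios of 1.09 (1.08 to 1.10) and 2.65 (2.63 to 2.66), with 12551 CPM in MSI against 2005 CPM in SM capsules at 4 weeks. For *Plaur* the ratios were 0.60 (0.54 to 0.65) and 2.56 (2.49 to 2.63), with 331 CPM in MSI against 56.2 CPM in SM capsules at 4 weeks. With equal weights for the cell classes and myeloid clusters of every library, the log2 ratios of *Ccl4* were 0.19 (0.17 to 0.21) and 0.81 (0.77 to 0.85), those of *Cxcl2* 0.21 (0.20 to 0.22) and -0.12 (-0.14 to -0.10), and those of *Plaur* 0.01 (-0.06 to 0.09) and 0.22 (0.10 to 0.34).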

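*Il1b*, on chromosome 2 from 129364570 to 129371139, had a log2 ratio of MSI to SM over all cells of 1.28 (1.26 to 1.30) at 2 weeks and 3.11 (3.08 to 3.14) at 4 weeks. *C5ar1* had ratios of 0.81 (0.76 to 0.85) and 1.73 (1.66 to 1.80). Weighted alike for cell classes and clusters, the ratios of *Il1b* were 0.23 (0.21 to 0.26) and -0.34 (-0.38 to -0.30) and those of *C5ar1* 0.13 (0.07 to 0.18) and 0.30 (0.19 to 0.40). The files list 2 genes under *Clec4b*: *Clec4b1*, on chromosome 6 from 123049962 to 123071555, and *Clec4b2*, which had 3, 4, 0 and 6 UMIs in the 2-week SM, 2-week MSI, 4-week SM and 4-week MSI libraries. *Clec4b1* was higher in MSI capsules at 2 weeks, with a log2 ratio of 0.51 (0.34 to 0.67), and lower at 4 weeks, with -1.14 (-1.40 to -0.90). The difference between these time points was not tested.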

Standard implants initially expressed a modest activation of these inflammatory markers, which subsided at later time points, whereas MSI capsules showed a robust early activation of these markers, which continued to increase in later time points (Extended Data Fig. 5a). Thus, our murine MSI model recapitulated the overall upregulation of *Rac2* signalling and inflammation induced by mechanical stimulus that was observed in the transcriptomic profiles of human Baker-IV severely fibrotic capsule tissue (Fig. 1).

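From 2 to 4 weeks the level of *Ccl4* over all cells fell in SM capsules, with a log2 ratio of 4 to 2 weeks of -0.55 (-0.58 to -0.52), and rose in MSI capsules, with 1.55 (1.54 to 1.57). With a minimum of 500 genes per cell the SM ratio of *Ccl4* was 0.15, a rise. The ratios of *Cxcl2* were -0.32 (-0.33 to -0.31) in SM and 1.24 (1.23 to 1.25) in MSI capsules, those of *Plaur* -0.52 (-0.59 to -0.45) and 1.44 (1.39 to 1.49), and those of *Il1b* -0.72 (-0.75 to -0.70) and 1.10 (1.09 to 1.12). *Rac2* had ratios of -0.19 (-0.25 to -0.13) and 0.63 (0.58 to 0.69). As means over cells, the MSI ratios were smaller, with 0.074 for *Rac2*, 0.21 for *Il1b*, 0.48 for *Cxcl2*, 0.69 for *Ccl4* and 0.97 for *Plaur*. *C5ar1* fell in SM capsules, with -0.57 (-0.63 to -0.51), and rose in MSI capsules, with 0.36 (0.30 to 0.41), although the mean over cells gave -0.05 for the latter. *Clec4b1* went the other way, with 1.28 (1.13 to 1.43) in SM and -0.37 (-0.64 to -0.12) in MSI capsules. Each time point is a single library, so these changes were not tested. From the higher levels of *Rac2* and inflammatory genes in MSI cells, the paper concludes that the murine MSI model recapitulated the upregulation of *Rac2* signalling and inflammation that it had observed in human Baker-IV capsules.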

To confirm these findings at the protein level, we then performed co-detection by indexing (CODEX) immunofluorescence staining for an array of markers specifically related to these cell types and genes related to human Baker IV (Fig. 3i,j). To start, we first confirmed the overall expression of RAC2 and F4/80 (macrophage) in our tissue samples. We observed that MSI tissue indeed expressed a significant upregulation of RAC2 (*P* < 0.05) expression (Fig. 3i) and F4/80 macrophage (*P* < 0.05) numbers (Fig. 3j). After confirming that our MSI model recapitulates the RAC2-mediated mechanotransduction environment observed in humans, we then proceeded to characterize the critical cell types that drive the FBR, starting with myeloid cells.

## *Rac2* immune signalling drives the Baker-IV FBR

We separately analysed each major cell type (that is, myeloid cells, lymphoid cells and fibroblasts) to determine cell-type-specific transcriptional shifts induced by increased levels of extrinsic tissue-scale forces. We first focused our analysis on myeloid cells because they made up the majority of the capsules and seemed to directly increase with mechanical stimulus (Fig. 3d,e). 

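The 26256 myeloid cells were clustered again at a resolution of 0.5, which gave 11 clusters. Of these, 10 were named after the marker lists c0 to c6 of Supplementary Data 5, with more than 1 cluster for c1, c2 and c4. The remaining cluster, of 70, 86, 145 and 40 cells from the 2-week SM, 2-week MSI, 4-week SM and 4-week MSI libraries, led by the cell-cycle genes *Stmn1* and *H2afz*, was left unnamed. The c0-like cells were led by *Fn1*, *Crip1* and *S100a4*, the c1-like (neutrophil-like) cells by *S100a9* and *S100a8*, both c2-like clusters by *Apoe*, followed by *C1qa* and *C1qc* in 1 and *Ccl8* in the other, and the c3-like cells by *Plac8*, *Cd74* and *Ccr2*. Of the 2 c4-like clusters, 1 was led by *Mmp12*, *AA467197*, *Spp1* and *Arg1* and the other by *Arg1*, *Prdx1* and *AW112010*; *Arg1* had been left out of the clustering. Of the 2 c1-like clusters, 1 also had *Il1b* and *Cxcl2* and the other *Ccl3*, *Ccl4*, *Cxcl2* and *Il1b* among its 10 leading genes. The c5-like cells were led by *Cd74* and genes of MHC class II, and the c6-like cells by *Ccr7* and *Ccl5*. At 0.5 times the resolution there were 6 clusters and at 2 times the resolution 17. No cluster of myeloid cells carried the B-cell list c7: the cells with both B-cell and myeloid genes formed a cluster of their own among all cells.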

Myeloid cells clustered in 8 distinct subpopulations (clusters c0–c7; Extended Data Fig. 5b). Of these myeloid cell clusters, clusters c1, c4 and c7 were specifically enriched in MSIs (Fig. 4a and Extended Data Fig. 5b).

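The c1-like cells were 13.5% (12.8 to 14.2) of myeloid cells in SM capsules and 26.3% (25.3 to 27.3) in MSI capsules at 2 weeks, and 8.61% (7.78 to 9.51) and 48.2% (46.8 to 49.6) at 4 weeks. The c4-like cells were 1.01% (0.814 to 1.24) and 16.6% (15.8 to 17.5) of myeloid cells at 2 weeks, and 0.790% (0.544 to 1.11) and 24.4% (23.2 to 25.6) at 4 weeks. A minimum of 500 genes per cell, which many of the shallow c1-like cells do not reach, lowered the difference between MSI and SM in the c1-like share from 12.8 to 5.54 percentage points at 2 weeks and from 39.6 to 14.3 at 4 weeks. In a clustering chosen after seeing the data, which also left out the c0 to c7 marker genes, the difference in the c4-like share fell from 15.6 to 0.700 percentage points at 2 weeks and stayed at 22.4 at 4 weeks. Cells with both B-cell and myeloid genes, the nearest counterpart of c7, numbered 94, of which 91 came from the 4-week MSI library, and 84.0% of them were called doublets.

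**Figure D3:**
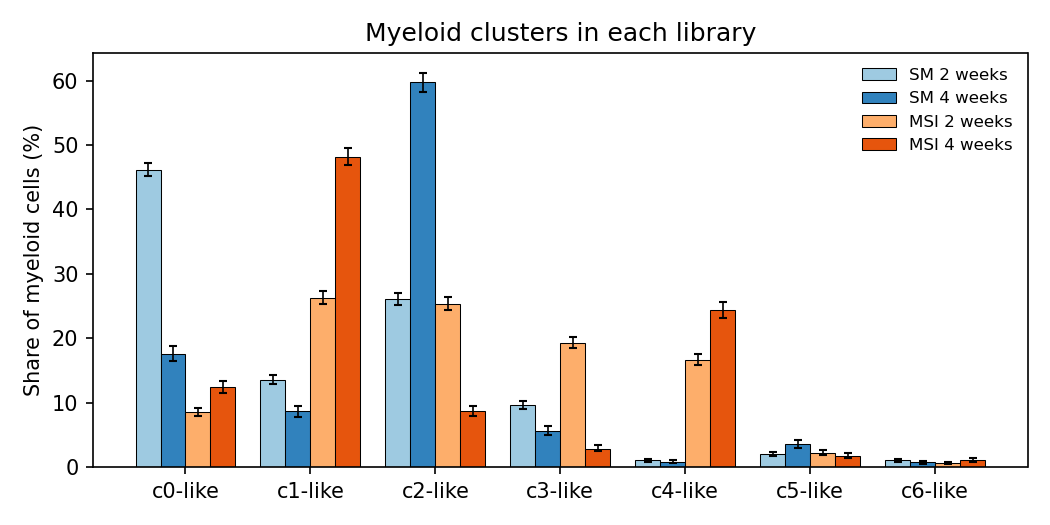
Share of myeloid cells (%, y axis) in each group of myeloid clusters, named after the marker lists c0 to c6, in the 4 libraries. Bars are the shares of 1 library each and lines their exact 95% intervals (counting error only); the c1-like and c4-like shares of both MSI libraries stand above those of both SM libraries.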

**Fig. 4:**
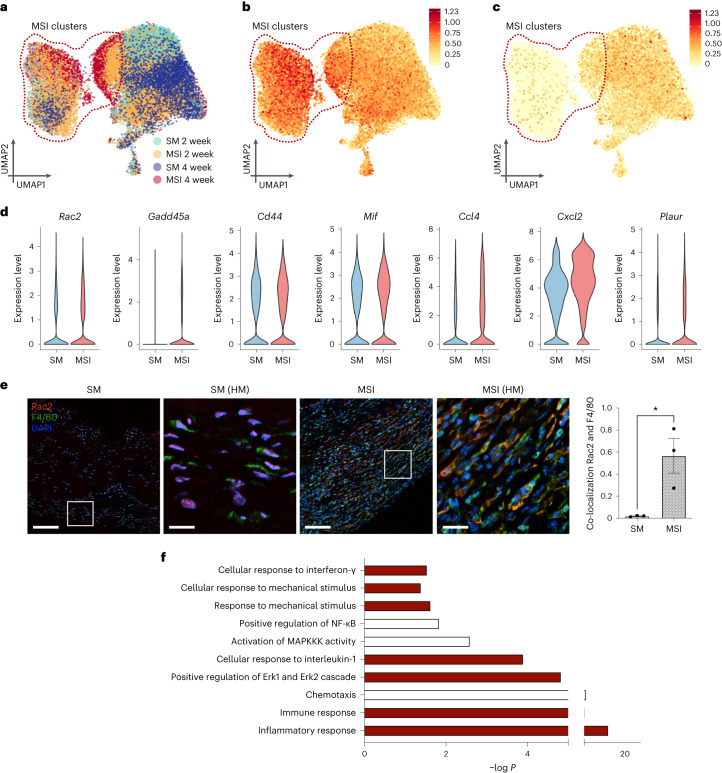
Increased extrinsic tissue-scale forces activate *Rac2* signalling in myeloid cells, which drives a Baker-IV fibrotic phenotype in mice. **a**, UMAP plot of myeloid cells in SM and MSI implant capsules. Clusters 1, 4 and 7 (red dotted line) are highly enriched in MSI capsules. **b**,**c**, FeaturePlot of top averaged Baker-IV markers (Fig. 1d), including key mechanotransduction and inflammatory chemokine signalling pathways (**b**) and Baker-I markers (**c**). Color bar denotes the amount of gene expression. **d**, Violin plots of Baker-IV markers differentially upregulated in the MSI clusters (arbitrary units). **e**, CODEX immunofluorescence staining of co-localized pixels of Rac2 and F4/80 (*n* = 3 independent capsules per group, *P = 0.0254). White box denotes high magnification (HM) image area. Scale bar for SM and MSI, 50 μm. Scale bar for HM images, 10 μm. Statistical comparisons for **e** were made by using a two-tailed *t*-test. Data are presented as mean ± s.e.m. **f**, Selected pathways significantly upregulated in murine MSI samples analysed using DAVID. Pathways highlighted in red are also upregulated in Baker-IV human specimens. Source data

Next, we examined how the transcriptional profiles of these murine clusters compared with the expression of Baker-IV human biomarkers (Fig. 1), that is, the genes that were highly upregulated in Baker-IV (pathological) human specimens. We determined the combined mean expression of the top-25 Baker-IV biomarkers (Fig. 1d), which included mechanical signalling and downstream inflammatory genes, to create a ‘gene signature’ that represented the transcriptomic profile of pathological, severe human FBR. 

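Of the first 25 genes of the Baker-IV list in Supplementary Data 4, 21 matched a mouse symbol by case alone, among them *Rac2*, *Ccl4* and *Plaur*. The score of a cell was the mean over these 21 genes of its natural-log normalized values. In all myeloid cells the mean score was 0.268 (SD 0.161 between cells) in SM and 0.371 (SD 0.178) in MSI capsules at 2 weeks, and 0.283 (SD 0.160) and 0.405 (SD 0.206) at 4 weeks. The MSI mean was thus higher by 0.103 at 2 weeks and by 0.121 at 4 weeks, less than 1 SD between cells at either time point. With each cell thinned to 500 UMIs, which left out no cell, the differences were 0.0470 and 0.144. With the first 100 genes of the list, of which 90 matched, the difference was 0.0380 at 2 weeks and changed sign to -0.0249 at 4 weeks. With 4 differing symbols added by hand (*Lyz2*, *Chil1*, *Naip2*, *Gbp2b*), the Baker-IV score in myeloid cells, MSI minus SM, 2 weeks, was 0.0885, and the Baker-IV score in myeloid cells, MSI minus SM, 4 weeks, was 0.0304. With each gene scaled to unit SD the differences were 0.122 and 0.0984, in units of SD, so only their sign compares with the other values. In c1-like cells the score thinned to 500 UMIs was 0.326, 0.369, 0.265 and 0.381 in the 2-week SM, 2-week MSI, 4-week SM and 4-week MSI libraries. The c4-like cells had 0.162, 0.188, 0.204 and 0.255, and myeloid cells outside both 0.136, 0.142, 0.131 and 0.152. Among the latter, the c6-like cells (92, 46, 29 and 52 cells) had 0.186, 0.258, 0.257 and 0.232. They thus stood above the c4-like cells except in the 4-week MSI library. In pooled myeloid counts, 11 of the 18 list genes with at least 10 counts were higher in MSI capsules at 2 weeks and 12 of 18 at 4 weeks. Their median log2 ratio, 0.11 at 2 weeks and 0.56 at 4 weeks, stood at percentile 99.0 and 100 among 10000 random lists matched on mean expression, which describes these libraries only. These percentiles did not hold for each cluster. They were 100 and 99.9 in c1-like and 97.7 and 99.0 in c4-like cells. In c0-like cells they were 64.9 and 81.7, in c2-like 99.6 and 51.8, and in c3-like 63.0 and 76.7. The c5-like cells had 20.7 and 83.9 and the c6-like cells 82.0 and 93.0.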

Plotting the expression of this gene signature, we found that genes related to Baker-IV pathological FBR were highly upregulated in MSI clusters (clusters 1, 4 and 7) compared with expression in standard implant clusters (Fig. 4b). We then created a gene signature of the top-25 Baker-I biomarkers and found that standard implant clusters instead upregulated genes found in the mild human Baker-I capsules (Fig. 4c), which indicated normal homoeostatic processes^60,61^.

In addition, *Rac2* and downstream mechanotransduction genes (for example, *Mif* and *Cd44*) and inflammatory genes (for example, *Ccl4*, *Cxcl2* and *Plaur*) were also differentially upregulated in the MSI clusters, as with the top differential genes of interest observed in human Baker-IV capsules (Fig. 1d,g, Fig. 4d and Extended Data Fig. 5c)^37,62,63^. Specifically, although all myeloid cells expressed some baseline level of *Rac2* expression, MSI-enriched clusters such as cluster 1 expressed higher levels of *Rac2* (Extended Data Fig. 5d,e). 

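In all myeloid cells, the log2 ratio of MSI to SM was 0.28 (0.26 to 0.31) at 2 weeks and 0.56 (0.51 to 0.60) at 4 weeks for *Mif* and 0.50 (0.41 to 0.59) and 3.11 (2.98 to 3.25) for *Gadd45a*. For *Ccl4* it was 0.77 (0.74 to 0.79) and 2.22 (2.19 to 2.24), for *Cxcl2* 0.55 (0.54 to 0.56) and 1.53 (1.52 to 1.54), and for *Plaur* 0.30 (0.24 to 0.36) and 1.73 (1.65 to 1.81). *Cd44* was lower in MSI myeloid cells at 2 weeks, with -0.56 (-0.59 to -0.52), and higher at 4 weeks, with 0.78 (0.74 to 0.83), a difference between time points that was not tested. With the same weights for the myeloid clusters of every library its ratios were -0.41 (-0.45 to -0.36) and 0.09 (0.03 to 0.15). Weighted in this way, the ratios of *Ccl4* were 0.19 (0.17 to 0.22) and 0.70 (0.66 to 0.74), those of *Cxcl2* 0.19 (0.18 to 0.20) and -0.22 (-0.24 to -0.21), and those of *Plaur* 0.09 (0.00 to 0.17) and 0.14 (0.02 to 0.25). With a minimum of 500 genes per cell and without weights, the 4-week ratio of *Ccl4* was 1.15. The c1-like cells of all 4 libraries held more *Ccl4* than the other myeloid cells of their library, with log2 ratios of 2.14 to 4.33, and more *Cxcl2* (2.78 to 3.31), *Plaur* (1.70 to 2.80), *Gadd45a* (2.78 to 4.72) and *Cd44* (0.52 to 1.06). Their *Mif* was lower, with ratios of -0.81 to -0.26. The c4-like cells held more *Mif* than the other myeloid cells, with ratios of 1.12 to 1.42, and less *Ccl4*, with ratios of -2.22 to -1.74. Their ratios for *Cd44* were -0.05 to 0.34 and for *Plaur* -0.04 to 0.88. Their *Cxcl2* was lower in 3 libraries and 0.09 (0.00 to 0.18) in the 4-week SM library, which had 33 such cells. In myeloid cells that were neither c1-like nor c4-like, *Ccl4* had a ratio of MSI to SM of 0.56 (0.52 to 0.59) at 2 weeks and -0.88 (-0.95 to -0.81) at 4 weeks, and *Cxcl2* of 0.21 (0.19 to 0.22) and -0.48 (-0.51 to -0.46).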

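The share of myeloid cells with a UMI of *Rac2* was 29.8% in SM capsules and 55.3% in MSI capsules at 2 weeks, and 40.5% and 27.3% at 4 weeks. These cells had median depths of 1644, 3100, 2762 and 1168 UMIs in the 2-week SM, 2-week MSI, 4-week SM and 4-week MSI libraries. With every cell thinned to 500 UMIs the shares were 9.98% in SM capsules and 16.8% in MSI capsules at 2 weeks, and 9.93% and 11.3% at 4 weeks. At 4 weeks the unthinned share was lower and the thinned share higher in MSI capsules, so no order is read from it. In fibroblasts, the class that should lack the gene, the unthinned shares were 1.95% in SM capsules and 3.28% in MSI capsules at 2 weeks, and 1.89% and 8.45% at 4 weeks, at median depths of 8240, 9667, 8791 and 4160 UMIs. The thinned shares were 0.165% in SM capsules and 0.0426% in MSI capsules at 2 weeks, and 0.0326% and 0.563% at 4 weeks. In c1-like cells *Rac2* stood at 578 CPM in SM capsules and 809 CPM in MSI capsules at 2 weeks, and 477 and 334 CPM at 4 weeks. The log2 ratios to the other myeloid cells of the same library were 1.48 (1.35 to 1.60) and 1.55 (1.48 to 1.62) at 2 weeks and 1.07 (0.82 to 1.30) and 0.86 (0.73 to 0.99) at 4 weeks. Between implants, *Rac2* in c1-like cells was higher in MSI capsules at 2 weeks, with a log2 ratio of 0.49 (0.35 to 0.62), and lower at 4 weeks, with -0.51 (-0.76 to -0.26), or 0.07 with a minimum of 500 genes per cell. The c4-like cells stood below the other myeloid cells in all 4 libraries, with log2 ratios of -0.52 (-1.02 to -0.07) and -0.79 (-0.88 to -0.70) at 2 weeks and -1.28 (-2.15 to -0.53) and -0.89 (-1.06 to -0.72) at 4 weeks. Between implants, their ratio of MSI to SM was 0.40 (-0.06 to 0.90) at 2 weeks and 0.53 (-0.24 to 1.41) at 4 weeks, from 39 and 14 UMIs in the SM libraries, and it stayed positive under each of the 8 alternatives run for it.

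**Figure D4:**
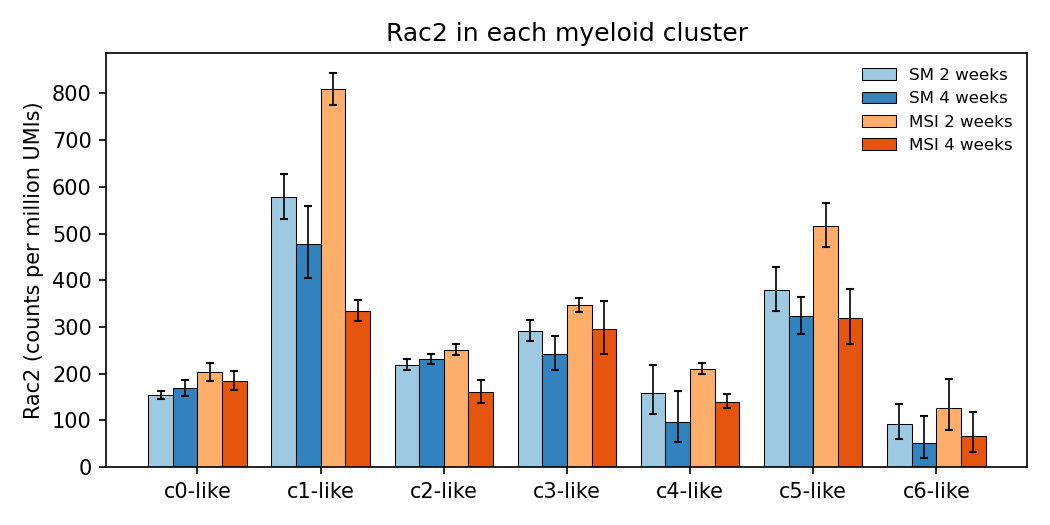
*Rac2* (CPM, y axis) in each group of myeloid clusters, named after the marker lists c0 to c6, in the 4 libraries. Bars are pooled values of 1 library each and lines exact Poisson 95% intervals (counting error only); the c1-like bar of the 2-week MSI library is the highest at 809.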

To confirm the specific upregulation of *Rac2* in macrophages, we again used our CODEX staining to look at co-localization of Rac2 and F4/80 expression (Fig. 4e). Indeed, our MSI model significantly (*P* < 0.05) increased the co-localization of Rac2 and F4/80, confirming that increasing the local mechanical environment directly stimulated the differentiation of macrophage-specific Rac2 expression.

DAVID pathway analyses further confirmed the strong overlap in the gene expression between MSI cells and human Baker-IV capsules (Fig. 4f). Murine MSI cells from both time points upregulated key mechanotransduction pathways, including ‘positive regulation of Erk1 and Erk2 cascade’ and ‘cellular response to mechanical stimulus’, and inflammatory pathways, such as ‘interferon-γ signalling’, ‘chemotaxis’, ‘immune response’ and ‘inflammatory response’ (Fig. 4f). These pathways all matched the pathways upregulated in human Baker IV capsules (Fig. 1e).

Overall, these myeloid cells expressed a wide array of genes and pathways with marked overlap with human FBR transcription, with mechanical stimulation of immune cells promoting a pathological Baker-IV profile and SM implants promoting a benign Baker-I profile. The differential upregulation of inflammatory markers along with the increased presence of myeloid cells in MSI capsules further showed that the human-like FBR in MSIs is characterized by a mechanically induced and sustained inflammatory response at the implant–tissue interface.

## Elevating tissue forces reproduces cellular FBR properties

Fusion of macrophages, leading to the formation of foreign body giant cells, is a hallmark of the classic FBR^6^. Fusogenic macrophages and foreign body giant cells are known to release degradative enzymes, reactive oxygen species and pro-fibrotic factors, which regulate the recruitment, growth and proliferation of fibroblasts. 

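The c4-like myeloid cells, named from *AW112010*, *Mmp12*, *Nos2* and 10 other markers and not from *Arg1*, numbered 92 and 1302 in the 2-week SM and MSI libraries and 33 and 1250 in the 4-week SM and MSI libraries. Of all c4-like cells, 3.44% and 48.6% came from the 2-week SM and MSI libraries and 1.23% and 46.7% from the 4-week ones. For the c1-like cells these percentages were 20.1% and 33.6%, and 5.88% and 40.4%. The c4-like cells fell into 2 clusters, each mostly of 1 library. In the first, 1214 of 1346 cells came from the 4-week MSI library and in the second 1207 of 1331 came from the 2-week MSI library, so each of them may stand for its library as much as for a cell type. In the clustering that also left out the marker lists, 76 cells of the 2-week MSI library and 1173 of the 4-week MSI library were c4-like.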

We found that *Arg1*^*+*^ macrophages (cluster 4), which have been previously reported to be fusogenic macrophages, were highly enriched in MSI capsules compared with standard implants (Fig. 5a,b)^64^. It has been reported that *Rac1*-mediated fusion of macrophages requires the expression of *Mmp14* and that *Mmp14*-null cells do not fuse^65^. 

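In c4-like cells *Arg1*, on chromosome 10 from 24915221 to 24927484, stood at 3262 CPM in SM capsules and 3302 CPM in MSI capsules at 2 weeks, and 2046 and 2273 CPM at 4 weeks. Its log2 ratio to the other myeloid cells of the same library was 2.06 (1.95 to 2.16) and 3.35 (3.31 to 3.39) at 2 weeks and 3.18 (3.00 to 3.35) and 3.69 (3.60 to 3.78) at 4 weeks, with the SM values resting on 92 and 33 cells. For *Mmp14*, on chromosome 14 from 54431612 to 54445364, the ratios were 0.40 (-0.04 to 0.81) and 1.72 (1.60 to 1.84) at 2 weeks and 1.23 (0.80 to 1.64) and 2.05 (1.90 to 2.21) at 4 weeks. *Rac1*, on chromosome 5 from 143503634 to 143528036, was lower in c4-like cells than in other myeloid cells of both MSI libraries, with ratios of -0.34 (-0.41 to -0.28) and -0.24 (-0.34 to -0.13), and not detectably different in the SM libraries, with -0.10 (-0.36 to 0.16) and -0.16 (-0.54 to 0.20). In the clustering without the marker lists, chosen after seeing the data, the ratio of *Arg1* in c4-like cells of the 2-week MSI library fell to 0.90. Over all myeloid cells, *Arg1* had a log2 ratio of MSI to SM of 0.28 (0.25 to 0.31) at 2 weeks, or -0.11 as a mean over cells, and 1.61 (1.55 to 1.67) at 4 weeks. *Mmp14* over all myeloid cells was lower in MSI capsules at 2 weeks, with -0.83 (-0.91 to -0.75), and had a ratio of 0.06 (-0.04 to 0.16) at 4 weeks.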

Cluster 4 macrophages showed a simultaneous upregulation of *Arg1*, *Rac1* and *Mmp14* (Fig. 5b), showing the activation of fusogenic macrophages in MSIs in response to increased tissue-scale forces at the implant–tissue interface. The presence of these fusogenic macrophages was confirmed using SEM of the implant surface in our human biomedical implants (Supplementary Fig. 3).

**Fig. 5:**
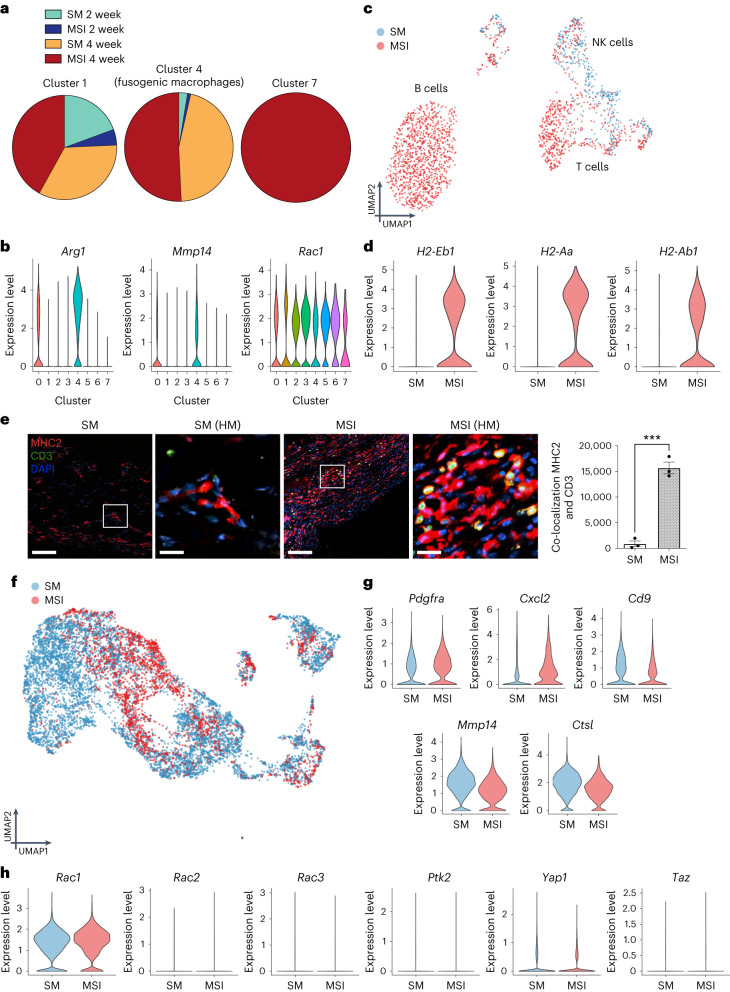
Increasing tissue-scale forces activates fusogenic macrophages, MHC II lymphocytes and myofibroblasts—all classic features of a pathologic FBR. **a**, Relative proportions of cell types in cluster 1, 4 and 7 cells (primarily MSI macrophage clusters). **b,** Violin plots of gene expression (arbitrary units) by cell cluster. Cluster 4 cells upregulate markers for fusogenic macrophages. **c**,**d**, UMAP (**c**) and violin plots (arb. units) (**d**) of lymphocytes from murine FBR capsules. MSI lymphocytes show upregulation of MHC class II signalling. **e**, CODEX immunofluorescence staining of co-localized pixels of MHC2 and CD3 protein (*n* = 3 independent capsules per group, ***P = 0.0003). White box denotes high magnification (HM) image area. Scale bar for SM and MSI, 50 μm. Scale bar for HM images, 10 μm. Statistical comparisons were made by using a two-tailed *t*-test. Data are presented as mean ± s.e.m. **f**,**g**, UMAP (**f**) and violin plots (arb. units) (**g**) of fibroblasts from murine FBR capsules. **h**, Violin plots (arb. units) of mechanotransduction markers in SM and MSI fibroblasts. NK, natural killer. Source data

As macrophage fusion is promoted by activated lymphocytes, we next analysed all lymphocytes in our dataset to identify the lymphoid-specific changes in transcriptional activity induced by mechanical stimulation. MSI lymphocytes showed a preferential upregulation of major histocompatibility complex (MHC) class II FBR components, including *H2-Eb1*, *H2-Aa* and *H2-Aa1* (Fig. 5c,d and Extended Data Fig. 6a). This was further confirmed on the protein level using CODEX to show significantly (*P* < 0.05) upregulated co-localization of MHC class II expression with lymphocytes through CD3 expression (Fig. 5e). This provided evidence that the mechanical activation of lymphocytes may then signal macrophage fusion to contribute to increasing severity of FBR^6,66,67^.

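Over all lymphoid cells, *H2-Aa* (on chromosome 17 from 34282744 to 34287823) had a log2 ratio of MSI to SM of 0.48 (0.27 to 0.68) at 2 weeks and 1.70 (1.52 to 1.88) at 4 weeks. *H2-Eb1* had ratios of 0.52 (0.28 to 0.76) and 1.79 (1.59 to 1.99). The files list no gene named *H2-Aa1*, and for *H2-Ab1* the ratios were 0.74 (0.52 to 0.97) and 1.34 (1.15 to 1.53). Removal of called doublets lowered the 2-week ratio of *H2-Aa* to 0.24, and the mean over cells raised the 4-week ratio to 2.92. B cells, in which *H2-Aa* stood higher than in T or NK cells of every library, were 3.41% (1.57 to 6.37) and 7.60% (4.11 to 12.6) of lymphoid cells in SM and MSI capsules at 2 weeks and 3.65% (1.48 to 7.37) and 68.7% (66.6 to 70.7) at 4 weeks. Among B cells alone, the ratio of *H2-Aa* was 0.14 (-0.42 to 0.70) at 2 weeks and 0.07 (-0.52 to 0.73) at 4 weeks. Among T or NK cells it was 0.51 (0.29 to 0.72) at 2 weeks and -1.53 (-1.79 to -1.27) at 4 weeks, and the difference between the time points was not tested. Most *H2-Aa* UMIs of T or NK cells lay in the few cells with at least 5 of them.

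**Figure D5:**
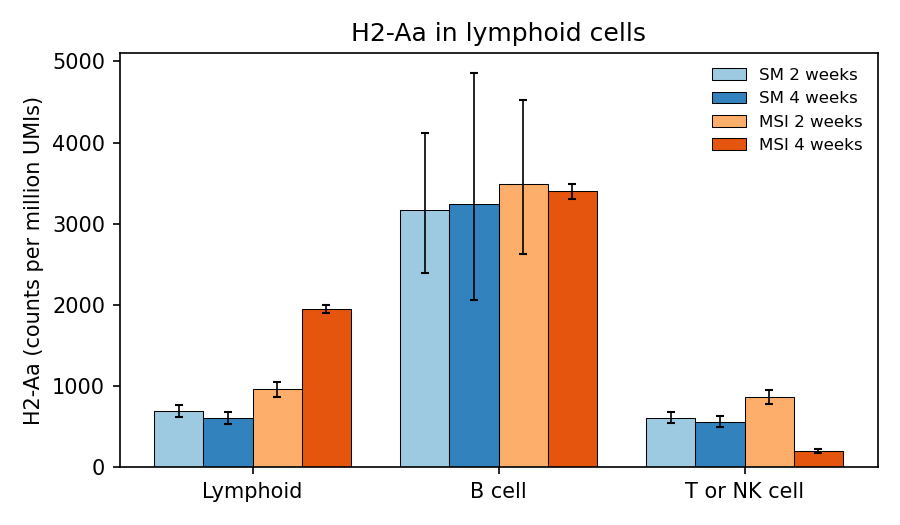
*H2-Aa* (CPM, y axis) in all lymphoid cells, B cells, and T or NK cells of the 4 libraries. Bars are pooled values of 1 library each and lines exact Poisson 95% intervals (counting error only); B cells of all 4 libraries lie between 3166 and 3483.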

As expected, we also observed the presence of fibroblasts in the implant capsules. Historically, fibroblasts are thought to be critical in the FBR because these cells are responsible for synthesizing collagen that cross-links in the extracellular space and contributes to the formation of a dense, collagen-rich fibrotic capsule around the implant^68^. We observed that several inflammatory cytokines linked to the activation of fibroblasts, such as *Cxcl2*, *Plaur* and *Ccl4*^37,62,63,69,70^, were upregulated in MSI capsules (Fig. 1g and Fig. 4d). 

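In fibroblasts, *Cxcl2* had a log2 ratio of MSI to SM of 0.60 (0.55 to 0.64) at 2 weeks and 2.27 (2.16 to 2.37) at 4 weeks, and *Ccl4* of 0.69 (0.51 to 0.87) and 3.86 (3.60 to 4.12). Both genes are abundant in myeloid cells, whose free RNA also reaches droplets with other cells. The *Cxcl2* level of fibroblasts was between 1.50% and 2.87% of that of myeloid cells of the same library, and the *Ccl4* level between 0.749% and 2.34%. These lay within the range of the fixed myeloid markers in each library. At 2 weeks *Csf1r* was the only marker above *Cxcl2*, with 4.41% in SM and 8.63% in MSI capsules. *Plaur* in fibroblasts stood between 7.24% and 18.4% of its myeloid level. This was above every fixed myeloid marker, but in the 4-week MSI library, with 7.24%, the highest marker stood at 6.19%, within the counting error of *Plaur*, so that free RNA is not excluded there. It was lower in MSI fibroblasts at 2 weeks, with a log2 ratio of -0.37 (-0.51 to -0.23), and higher at 4 weeks, with 0.61 (0.24 to 0.96) from 71 UMIs in the MSI library, and the difference between time points was not tested.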

We then compared fibroblasts from both implant models (Fig. 5f,g and Extended Data Fig. 6b) and found that fibroblasts in the SM model showed upregulation of proteolysis (*Mmp14* and *Ctsl*) and negative regulation of cell proliferation (*Cd9*), suggesting a resolving phenotype^71–73^. In contrast, MSI fibroblasts showed an upregulation of myofibroblast marker *Pdgfra*, pro-fibrotic cytokines such as *Cxcl2* and downregulation of the anti-proliferation marker *Cd9* (Fig. 5g)^49,71,74^, indicative of a more activated fibroblast phenotype in MSIs. 

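In fibroblasts *Mmp14* stood at 342 CPM in SM capsules and 256 CPM in MSI capsules at 2 weeks, and 671 and 342 CPM at 4 weeks, a log2 ratio of MSI to SM of -0.42 (-0.46 to -0.37) at 2 weeks and -0.97 (-1.08 to -0.86) at 4 weeks. *Ctsl*, on chromosome 13 from 64359337 to 64370890, had ratios of -0.37 (-0.41 to -0.34) and -0.60 (-0.68 to -0.52), and *Cd9*, on chromosome 6 from 125460266 to 125494791, of -0.61 (-0.67 to -0.54) and -0.57 (-0.69 to -0.45). The mean over cells moved the 4-week ratio of *Ctsl* to -0.39.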

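The log2 ratio of MSI to SM for *Pdgfra* in fibroblasts was 0.54 (0.48 to 0.60) at 2 weeks and 0.32 (0.16 to 0.47) at 4 weeks, the latter from 373 UMIs in the MSI library against 4522 in the SM library. Every alternative of the processing that was run kept it positive at both time points.

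**Figure D6:**
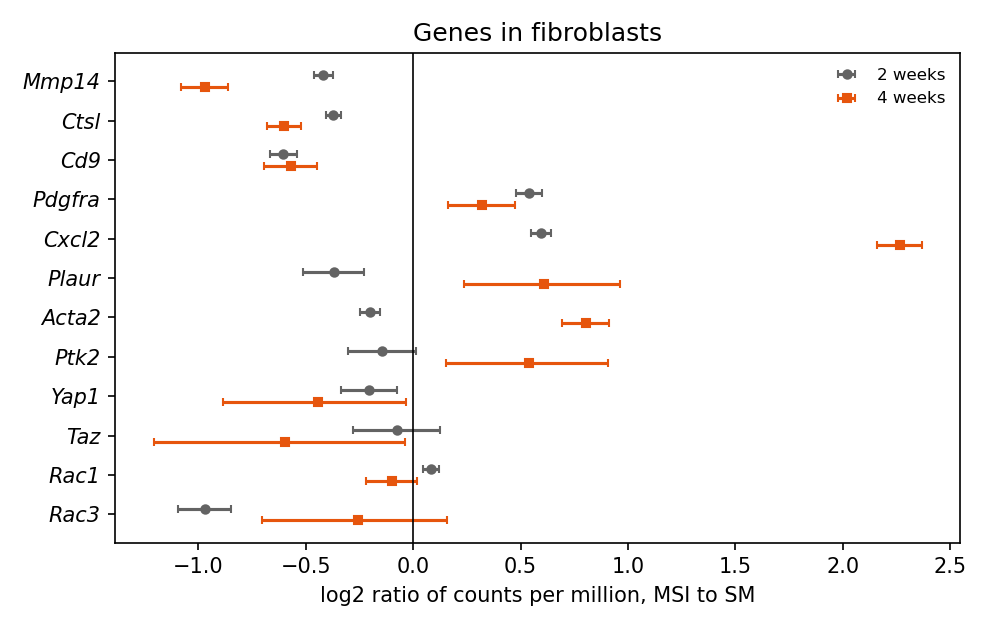
Log2 ratio of pooled CPM, MSI to SM (x axis), for 12 genes in fibroblasts (y axis) at 2 weeks (circles) and 4 weeks (squares). Lines are 95% intervals (counting error only) and the vertical line marks a ratio of 0; *Mmp14*, *Ctsl* and *Cd9* lie left of it and *Pdgfra* and *Cxcl2* right of it at both time points.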

Fibroblasts clustered in several distinct subclusters (Extended Data Fig. 6c), including cluster 2 *Acta2*^*+*^ cells, which we defined as our myofibroblast cluster (Extended Data Fig. 6d). 

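The fibroblasts were clustered again at a resolution of 0.5 without *Acta2*, and of the clusters with at least 5% of the fibroblasts, a minimum set after the clusters were seen, the one with the most *Acta2* was taken as the *Acta2* cluster. It held 1066 and 295 cells of the 2-week SM and MSI libraries and 404 and 59 of the 4-week ones. These were 29.2% (27.8 to 30.8) and 12.6% (11.2 to 14.0) of fibroblasts in SM and MSI capsules at 2 weeks, and 13.2% (12.0 to 14.4) and 16.6% (12.9 to 20.9) at 4 weeks. Its leading genes were *Cxcl5*, *Fabp5* and *Col12a1*. Mural cells, which also carry *Acta2*, formed a separate cluster of 26 cells. A UMI of the mural gene *Notch3* was found in 3.02% (2.28 to 3.91) of cells of the *Acta2* cluster and in 0.659% (0.489 to 0.868) of other fibroblasts, at median depths of 11704 and 7999 UMIs.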

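In the *Acta2* cluster, *Acta2* (on chromosome 19 from 34241090 to 34255590) stood at 465 (453 to 478) CPM in SM capsules and 992 (961 to 1023) CPM in MSI capsules at 2 weeks, and 597 (578 to 616) and 719 (659 to 783) CPM at 4 weeks. The log2 ratio of MSI to SM was 1.09 (1.03 to 1.15) at 2 weeks and 0.27 (0.13 to 0.40) at 4 weeks, the latter resting on 59 MSI cells. The 4-week ratio changed sign, to -0.13, with a minimum of 500 genes per cell and with clusters built from all variable genes. Over all fibroblasts the ratio of *Acta2* was -0.20 (-0.25 to -0.15) at 2 weeks and 0.80 (0.69 to 0.91) at 4 weeks, and among fibroblasts outside the cluster -0.94 (-1.02 to -0.86) and 0.64 (0.43 to 0.83). With the 2 groups of fibroblasts weighted alike in every library, the ratios over all fibroblasts were 0.35 (0.31 to 0.40) and 0.41 (0.30 to 0.52). Whether the time points differ was not tested.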

Even within the myofibroblast cluster, we observed increased *Acta2* expression in MSI fibroblasts compared with SM cells (Extended Data Fig. 6e). These results showed that increased myofibroblast differentiation and collagen deposition occurred in MSI capsules, consistent with our protein-level observations of increased myofibroblasts populating the MSI capsules (Fig. 2f).

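In fibroblasts *Ptk2* stood at 24.4 CPM in SM capsules and 22.1 CPM in MSI capsules at 2 weeks, and 21.7 and 31.5 CPM at 4 weeks, a log2 ratio of MSI to SM of -0.15 (-0.30 to 0.01) at 2 weeks and 0.54 (0.15 to 0.91) at 4 weeks. For *Yap1* the levels were 36.6 CPM in SM capsules and 31.7 CPM in MSI capsules at 2 weeks, and 32.4 and 23.8 CPM at 4 weeks and the ratios -0.21 (-0.34 to -0.08) and -0.44 (-0.88 to -0.03). The gene listed as *Taz*, on chromosome X from 74281912 to 74290151, had ratios of -0.08 (-0.28 to 0.13) and -0.59 (-1.21 to -0.04). The name TAZ is also used for the protein of *Wwtr1*, on chromosome 3 from 57455649 to 57575910, which had ratios of 0.05 (-0.06 to 0.16) and -0.27 (-0.57 to 0.01). The 4-week MSI values rest on 66 UMIs of *Ptk2*, 50 of *Yap1*, 27 of *Taz* and 107 of *Wwtr1*.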

Fibroblasts from MSI capsules and standard implant capsules showed minimal activation of canonical fibroblast mechanotransduction genes such as *Ptk2*, *Yap1* and *Taz* (Fig. 5h)^21,68^. In addition, fibroblasts showed almost identical levels of *Rac1* activation and minimal activation of *Rac3* (Fig. 5h). 

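The level of *Rac1* in fibroblasts was 372 CPM in SM capsules and 394 CPM in MSI capsules at 2 weeks, and 321 and 299.5 CPM at 4 weeks, a log2 ratio of MSI to SM of 0.08 (0.05 to 0.12) at 2 weeks and -0.10 (-0.22 to 0.02) at 4 weeks. *Rac3*, on chromosome 11 from 120721470 to 120723969, stood at 59.1 CPM in SM capsules and 30.1 CPM in MSI capsules at 2 weeks, and 27.9 and 23.4 CPM at 4 weeks, with ratios of -0.97 (-1.09 to -0.85) and -0.26 (-0.70 to 0.16).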

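In fibroblasts, *Rac2* stood at 2.70 (2.18 to 3.31) CPM in SM capsules and 4.01 (3.25 to 4.89) CPM in MSI capsules at 2 weeks, and 2.14 (1.66 to 2.72) and 16.2 (11.2 to 22.7) CPM at 4 weeks. As a percentage of the level in myeloid cells of the same library this is 1.18% in SM capsules and 1.22% in MSI capsules at 2 weeks, and 0.916% and 7.16% at 4 weeks. The fixed myeloid markers, which fibroblasts should lack, spanned 0.636% to 4.41% in SM capsules and 0.826% to 8.63% in MSI capsules at 2 weeks, and 0.608% to 2.90% and 1.28% to 6.19% at 4 weeks on the same scale. *Rac2* lay within this range in 3 libraries. In the 4-week MSI library it rests on 34 UMIs, and its counting interval reaches into the range, so that free RNA is not excluded there either.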

As *Rac2* is a haematopoietic-specific marker^75–77^, fibroblasts did not express *Rac2*, further increasing our confidence that immune cells are the primary cell type responsible for the initial *Rac2*-mediated mechanotransduction to drive FBR. As *Rac2* expression is differentially upregulated in FBR capsules and myeloid cells make up the majority of cells in chronic FBR capsules, immune cells serve as a primary mechanosensor in both murine and human FBR. Thus, it appears that although fibroblasts produce collagen to create fibrotic tissue, the activation of fibroblasts is primarily mediated by activating these immune cells in the context of FBR.

## Blocking *Rac2* signalling significantly reduces pathologic FBR

Our findings show that mechanical tissue-scale forces activate *Rac2* signalling in immune cells, which drive the classic human pathological FBR. As the extrinsic tissue-scale forces are inherent to the size of the organism and cannot be altered, it would require either pharmacological or transgenic strategies to block the mechanical activation of immune cells in FBR. Thus, we tested the efficacy of pharmacological inhibition using a small molecule Rac inhibitor (EHT 1864 2HCl)^78^ and a transgenic, *Rac2*^−/−^ global knockout (KO) mouse model in reducing FBR in our MSI model (Fig. 6). First, local injection of EHT 1864 2HCl in the MSI model reduced the expression of immune cell-specific *Rac2* in the FBR capsules by about 80%, indicating a significant reduction in the recruitment and activation of mechanoresponsive immune cells (Extended Data Fig. 7a). Next, we observed a significant reduction in the activation of myofibroblasts in MSI capsules either treated with the small molecule inhibitor or in the transgenic mice by about 90% (Fig. 6a). Blocking *Rac2* signalling in mice either pharmacologically or genetically significantly reduced the overall FBR as well, which was specifically shown by decreased capsule thickness and collagen deposition (Fig. 6b,c).

**Fig. 6:**
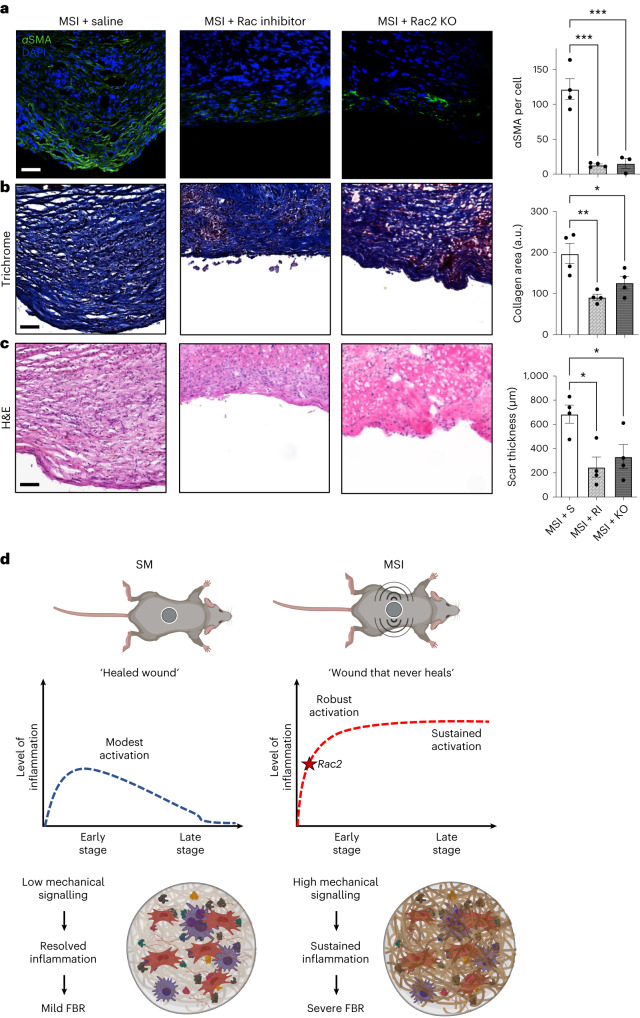
Blocking *Rac2* signalling effectively reverses the human-like FBR induced by increased tissue-scale forces in mice. Comparative analysis of histology sections of FBR capsules from the MSI mouse model either pharmacologically blocked with Rac inhibitor (RI) or genetically blocked in a *Rac2*^−/−^ global KO mouse. **a**, Immunostaining for αSMA signalling in FBR capsules. Quantification of percent area positive for αSMA in each capsule (*n* = 5 biological replicates for each group; ***P = 0.0003). **b**, Trichrome staining of FBR capsules. Quantification of percent area positive for collagen in each capsule (*n* = 5 biological replicates for each group; *P = 0.045, **P = 0.0051). **c**, Haematoxylin and eosin (H&E) staining of FBR capsules. Quantification of average capsule thickness (*n* = 4 biological replicates for each group; *P = 0.0153). Scale bar in **a**–**c**, 50 µm. **d**, In SM implants, there is a modest activation of inflammatory pathways at the early time point, which subsides at the late time point, resulting in minimal FBR. In contrast, in MSI capsules, increased tissue-scale forces lead to the activation of *Rac2* mechanical signalling, which promotes a robust activation of inflammatory markers that is sustained over time, resulting in a human-like pathological FBR. Statistical comparisons were made by using a one-way ANOVA with Tukey’s multiple comparisons tests. Each data point represents an independent capsule from a different mouse. All data represent mean ± s.e.m. Representative images are shown across all experiments. S, saline. Source data

We then confirmed our findings on the protein level using CODEX immunofluorescence staining (Extended Data Fig. 7b–i). First, we observed that use of a Rac inhibitor significantly reduced immune cell populations in our murine MSI capsules using immune cell markers F4/80 (macrophages, *P* < 0.05) (Extended Data Fig. 7b) and all immune cells with CD45 (*P* < 0.05) (Extended Data Fig. 7c). Next, we also confirmed that myofibroblast markers were reduced such as α-smooth muscle actin (αSMA, *P* < 0.05; Extended Data Fig. 7d). In addition, inhibition of Rac expression also significantly reduced the expression of Baker-IV markers shown in Fig. 1e, such as CCL4 (*P* < 0.05; Extended Data Fig. 7e), CXCL2 (*P* < 0.05; Extended Data Fig. 7f) and CD44 (*P* < 0.05; Extended Data Fig. 7g), and another fibroblast marker PDGFRa (*P* < 0.05; Extended Data Fig. 7h), which we showed was upregulated in our MSI model in Fig. 5g. As some recent studies have shown that macrophages could also potentially be αSMA positive^79^, we then found that less than 20% of the αSMA signal is co-localized with F4/80 (Extended Data Fig. 7i), showing that most of the SMA-positive cells are not macrophages and are indeed myofibroblasts. Finally, we found that inhibition of Rac expression significantly reduced the expression of collagen marker COL1A1 (*P* < 0.01) in our murine MSI capsules (Extended Data Fig. 7j).

Taken together, these results show that blocking *Rac2* signalling in immune cells can cause a cascade of downstream effects, including significantly decreased myofibroblast differentiation, reduced downstream collagen production and mitigated FBR capsule formation. In short, by blocking the immune orchestrators of FBR, it is possible to reverse the human-like FBR resulting from increased levels of extrinsic tissue-scale forces in mice.

## Discussion

Previous research has identified implant chemistry and mechanical properties as critical factors in mediating the FBR^7,9,10^. In this work, we have identified a third independent variable—extrinsic tissue-scale forces—playing a central role in the FBR. In humans, extrinsic tissue-scale forces increase exponentially with body size owing to allometric-scaling principles, creating a high-mechanical-stress environment around biomedical implants. In contrast, mice have low extrinsic tissue-scale forces, which leads to a low-mechanical-stress environment and to a minimal FBR. Our experiments show that murine physiological mechanical stress is insufficient to facilitate a human-like FBR. Instead, inducing human levels of mechanical stress in mice can drive the formation of human levels of FBR. These dramatic changes in tissue forces can explain the stark differences in FBR between murine and humans, independent of the chemistry and mechanical properties of the material.

By using an MSI, we artificially increased the extrinsic tissue-scale forces and recapitulated all aspects of the human FBR at both the histological and transcriptional levels. It is important to note that we compared FBR responses with SM implants and MSIs using the same material and with exactly the same implant geometry. By varying only tissue-scale forces, we were able to dramatically alter the molecular and cellular response to recreate a human-like FBR in mice. Our results provide an explanation for the long-standing conundrum in the field regarding the inter-species variability in FBR, despite the fact that the molecular machinery responsible for inflammation and fibrosis is highly conserved among species^14,15^. We show that larger-sized organisms, such as humans, experience higher tissue-scale forces because of allometric scaling that then drive subsequent FBR.

The wound-healing cascade in humans is characterized by sequential inflammatory and fibrotic phases and eventual quiescence^80^. The FBR begins as a wound-healing response to the local tissue damage that occurs during surgical implantation of a device. However, continually elevated levels of extrinsic mechanical forces create a high-mechanical-stress environment surrounding the implant that leads to a sustained inflammatory response. In SM implants with 100-fold-lower mechanical stress than in humans, we observed a modest inflammatory response at the early stage, which subsided by later time points similarly to a ‘healed wound’ (Fig. 6d). In contrast, both human implants and murine MSIs generate a 100-fold-increased stress environment to perpetuate a sustained presence of mechanically activated immune pathways throughout the FBR. Thus, increased tissue-scale forces, shaped by allometric-scaling principles in humans, result in a ‘wound that never heals’, which leads to pathological FBR. In fact, allometrically scaling tissue-scale forces may provide the missing link explaining other key aspects of the pathological FBR, including the activation of fusogenic macrophages, MHC class II lymphocytes and myofibroblasts.

We found that both murine and human pathological FBR capsules mostly comprised immune cells and that extrinsic tissue-scale forces result in the mechanical activation of *Rac2* signalling in a unique population of immune cells, with a gene signature conserved in both mice and humans. Most previous literature has focused on mechanoresponsive fibroblasts as the main cell types contributing to fibrosis, responding to the highly mechanically stressed environment by secreting cytokines and upregulating inflammatory cell recruitment^81,82^. Our findings show a more dynamic interplay between immune cells and fibroblast activity, and suggest that mechanoresponsive immune cells under elevated tissue-scale forces may actually drive and regulate the activation of fibroblasts. As the pathophysiology of FBR develops in humans, immune cells recruited to initially surround the implant may respond to the highly mechanically stressed tissue environment in the surrounding tissue. This activation of pathways such as RAC2 could then trigger the secretion of fibroblast-activating cytokines, such as CCL4 and CXCL2, which then activate fibroblasts to become more contractile and produce excess collagen that contributes to severe FBR. Some recent reports have indeed emphasized the potentially critical role of immune cells in FBR^83,84^, and future work will be performed to interrogate these cellular relationships more carefully. Our findings provide a mechanistic link for the activation of immune cells in the FBR, namely, *Rac2* signalling in immune cells activated by allometrically scaling tissue-scale forces in humans in the FBR capsule.

The allometric scaling of tissue properties cannot be altered because it is inherent to the size of the organism. Hence, biomolecular and pharmacologic strategies will be required to create truly bio-integrative devices. Our findings suggest that the pharmacological inhibition of *Rac2* might serve as an effective therapy for humans receiving biomedical implants to prevent the FBR, to increase the patient’s quality of life and to reduce implant-failure rates. For potential future large-animal and human clinical trials, a range of dosages of inhibitor must be studied, and a translationally relevant drug-delivery method would need to be developed. For example, future biomedical implants could have a coating of the inhibitor, and systemic therapy could also be investigated. Overall, our findings contribute to the better understand of the FBR, provide a mechanistic target to prevent the development of a pathological FBR, and may have substantial implications for the design and safety of implantable medical devices in humans.

## Methods

### Animals

All mice used in this study were housed in the Stanford University Veterinary Service Center and Stanford University animal care guidelines were followed. All procedures were approved by the university’s Administrative Panel on Laboratory Animal Care. C57/BL6 female, wild-type mice (8 weeks old; stock number 000664; Jackson Laboratories) and C57/Bl6.129S6-Rac2^tm1Mddw^/J Rac2 KO female mice (8 weeks old; stock number 004197; Jackson Laboratories) were used in these experiments.

### Human implant capsule specimen

Explanted biomedical devices (breast tissue expanders and implants, neurostimulator batteries, pacemakers and orthopaedic implants) and the surrounding capsular tissue were collected for this study and analysed. Informed consent was obtained from each patient in accordance with the Institutional Review Board at Stanford University (number 41066).

### Human tissue bank and RNA analysis

We used a large tissue bank for human breast implant capsule tissues, located at the University of Regensburg, Germany, which consists of over 710 unique breast tissue samples^25^. As relatively few patients with Baker-I capsules undergo revisionary surgery, our overall sample size was limited by this group. We were able to identify 10 samples of Baker-I capsules in our biobank, and this determined the sample size for this study (*n* = 10 for Baker-I samples; *n* = 10 for Baker-IV samples). The patients were of comparable ages: (1) 40.6 ± 3.9 years at the time of implantation in Baker-I and 35.8 ± 4.40 years in Baker-IV implants, and (2) 50.3 ± 3.0 years at the time of explant in Baker-I and 51.0 ± 4.0 years in Baker-IV implants. The patients had silicone breast implants placed for augmentation for a mean of 10.7 ± 2.8 years in Baker-I and 15.2 ± 4.5 in Baker-IV implants. None of the patients previously had cancer. No other patient-identifying information was recorded. For RNA analysis, 5 µm formalin-fixed paraffin-embedded sections of human samples were lysed, proteinase K digested and analysed by the HTG EdgeSeq Quantitative Nuclease Protection Assay (qNPA) (HTG Molecular Diagnostics) using a biomarker panel (HTG Oncology Biomarker Panel), a 2,549-gene probeset, including markers for inflammation and fibrosis. After EdgeSeq qNPA processing, samples were individually barcoded by polymerase chain reaction and pooled for sequencing. Libraries were sequenced on the Illumina NextSeq platform (Illumina) and data were processed with HTG’s parser software. Approval was given by the local ethic committee in Regensburg (reference number 15-101-0024). Differential expression analysis was performed with the EdgeR package in R (v.3.14.0) with Benjamini–Hochberg correction for multiple hypothesis testing^85^. The 100 most highly ranked genes from this analysis for Baker-I and Baker-IV implants were used to perform gene-set enrichment analysis against pathway databases using the DAVID toolkit as previously described^26^.

### STRING analysis

To study the interaction of *RAC2* with other Baker-IV genes, STRING (a pathway-analysis tool that predicts gene–gene interactions) was used as previously described^39^. The minimum required interaction score was set at 0.200. STRING analysed interactions between the different genes based on experimental evidence and the predicted interactions. The relative positions of nodes and the distances between the different nodes are arbitrary. The gene–gene interactions are colour-coded as follows: pink, for experimentally determined; blue, curated databases; green, gene neighbourhood; red, gene fusion; dark blue, gene co-ocurrence; light green, text mining; black, co-expression; and violet, protein homology.

### Implant fabrication

Standard silicone implants were made of polydimethylsiloxane (PDMS) and fabricated using a Sylgard 184 elastomer base and curing agent as previously described^86^. An elastomer:curing agent ratio of 5:1 was used for the experiments described. All implants were cylindrical in shape with a 1.55 cm diameter and 0.67 ± 0.07 cm height. For MSIs, a pre-fabricated coin motor (Precision Microdevices) was placed in the elastomer solution before curing (Fig. 2c), whereas controls were PDMS alone. To enable in situ vibration of MSIs, the wires from the implant had to be guided through the skin, which required a new surgical technique (Supplementary Fig. 2a). After skin incision and creation of a subcutaneous pocket on the back of the mice, two 20 G cannulae were inserted into the pocket in a cranio-caudal direction. The wires were tunnelled through the pocket and guided through the skin using the cannulae and a modified Seldinger technique, enabling activation of the motor by an external battery. MSIs could then be attached to the external battery for an hour every day during the fibroproliferative phase of FBR (days 4–11), as outlined in Supplementary Fig. 2b. Both MSI and SM implant models required surgical skin incisions and silicone disc (1.55 cm diameter and 0.66 + 0.07 cm height) placement. Longer durations of vibration were not well tolerated by mice. A 3 V power source was chosen in accordance with our FEM to most accurately match the mechanical stress around implants in humans. As a second control, MSI implants were also tested without in situ vibration.

### Implant mechanical testing

The Young’s modulus (*E*_y_) of silicone implants was determined using a custom compressive test method on Instron 5560 as described previously^87^. Each sample had a diameter of 1.55 cm and subjected to a compressive rate of 1 mm s^−1^. *E*_y_ of each implant was calculated by taking the linear slope of the stress–strain curve between 0 and 0.10 compressive strain.

### Implantation experiments

Standard silicone implants and MSIs were implanted in C57/BL6 mice for either 2 weeks or 1 month. A 2 cm incision was made on the dorsum of the mouse and a subcutaneous pocket was created. Control implants were placed in the subcutaneous pocket and the incision was closed using 6-0 nylon suture or staples. For MSIs, the implants were placed into a subcutaneous pocket, similar to the procedure described above, and wires were guided through the skin using a modified Seldinger technique. Batteries (3 V) with an amplitude of 1.38 G and a frequency of 203 Hz were used to mimic human conditions. MSIs were vibrated for 1 hour daily from day 4 post-implantation to day 11 (Supplementary Fig. 2b). This time period was chosen based on previous studies, which showed that increased mechanical stress during this period effectively induces fibrosis^23,46^.

### Computational modelling of mechanical-stress patterns around biomedical implants

Computational finite element models for human and mouse implants were developed using the commercial finite element software Abaqus (v.2017; SIMULIA), using a similar FEM framework as previously described to study mechanical behaviour of soft tissues and investigate deformation and stress patterns in biological tissues^88–90^. Model geometry was based on experimental measurements of skin and fat layers and custom-designed implants for humans and mice^22,91,92^. In the initial configuration, the implants were modelled as a three-dimensional disc (Supplementary Fig. 1). Fat, skin and muscle were represented as layers around the implant. Movement of implants transfers deformation and force to the layers of skin and fat. In all models, the bottom end of the muscle/bone layer was fixed. Tetrahedral elements (C3D4) were used for soft tissue layers, whereas hexagonal elements (C3D8) were used for implants. Mesh refinement confirmed that the chosen mesh size is accurate enough for the purposes of this study.

The simulation was based on the theory of elastic deformation of soft tissue where for each human and mouse model, different material properties were considered for skin, fat and muscle/bone layers based on previous findings (Supplementary Tables 1–3)^22,93,94^. The models contained external loading as static or vibrating forces, where the direction of the applied force was in the horizontal axis in all models. Once the force was applied to the implant, this force moves the three-dimensional geometry of the implant in the direction of the applied load. Due to the defined tie interaction between the implant and tissue layers around it, implant movement applies the stress to the tissue where tissue on both ends of the implant experience negative (compression) and positive (stretch) stresses (Fig. 2). The magnitude of these stresses was proportional to the stiffness and elastic properties of the tissue. The stress experienced by the tissue further triggers mechanotransduction pathways, leading to biological responses. The models contained external loading as static or vibrating forces, where the direction of applied force was in the horizontal axis in all models. For human and mouse static models (Fig. 2a,b), the amplitude of the applied force was calculated from dynamic resting tensions previously reported^23^. For the MSI model (Fig. 2c), a periodic force was defined for vibrating implants as 1.38x the standard gravitational constant (9.8 m/s^2^), so the amplitude of the vibrating force was

$${\left({F}_{\mathrm{static}}\right)}_{\mathrm{human}}=1.38g\approx 13.5\,{\mathrm{N/kg}}.$$

### Histology and trichrome staining

At each time point, the mice were euthanized, and the implants were resected en bloc with the surrounding scar tissue. The implants were removed from the surrounding tissue, and the scar tissue along with the skin was fixed in 4% paraformaldehyde overnight. Samples were then subjected to serial, hour-long ethanol washes followed by three 1.5 hour xylene washes before being embedded in paraffin. Scar tissue and implants from humans were collected from patients and processed within an hour. For analysis of the capsule, paraffin blocks were trimmed and cut into 5-µm-thick paraffin ribbons in a warm water bath before being mounted onto glass slides. Paraffin slides were then stained with trichrome (Sigma-Aldrich) as previously described^23,46^. Imaging was performed on a Leica DM5000 B upright microscope. Image analysis software (ImageJ) was used to quantify collagen staining.

### Herovici’s staining

Herovici’s staining was performed according to manufacturer specifications as described below. Thin histological sections were deparaffinized and immersed in Weigert’s haematoxylin solution for 5 minutes followed by Herovici’s working solution (equal parts of stain solutions A and B) for 2 minutes. Slides were subsequently immersed in 1% acetic acid, followed by dehydration using alcohol and xylene washes. Finally, slides were mounted using mounting media with a coverslip on top. Imaging was performed on a Leica DM5000 B upright microscope. Image analysis software (ImageJ) was used to quantify mature collagen (red colour) staining.

### SEM

Tissue on the surface of implants was fixed using 4% paraformaldehyde. Samples were dehydrated using a series of ethanol washes with increasing concentration from 70% to 100% ethanol for 5 minutes each. The samples were subsequently immersed in hexamethyldisilazane for 15 min and then sputter coated with gold palladium before imaging with SEM. For image analysis, at least eight different SEM images with collagen fibres on the surface of the implant were analysed using ImageJ for each group.

### Immunostaining

Immunohistological staining was performed on paraffin sections as previously described^46,95^. Briefly, heat-based antigen retrieval was followed by blocking with 5% goat serum in PBS. The following primary antibodies were used at a 1:200 dilution (as recommended by the manufacturer) and incubated overnight at 4 °C: anti-αSMA (ab5694; Abcam) or anti-Rac2 (AB_2547156; Fisher Scientific). Incubation of primary antibody-stained specimens with Alexa Fluor 488 secondary antibody (Thermo Fisher Scientific) was performed at a 1:400 dilution for 1 hour at room temperature. Sections were subsequently mounted using Fluoroshield (F6057; Sigma) with 4′,6-diamidino-2-phenylindole (DAPI) to stain cell nuclei. Imaging was performed on a Leica DM5000 B upright microscope. Image analysis was performed using MATLAB^21,44^.

### Single-cell barcoding, library preparation, and scRNA-seq

Implant capsule tissue was explanted from murine MSI experiments and processed for single-cell sequencing as previously described^96,97^. Freshly obtained tissue from the clinic was micro-dissected and digested with collagenase to obtain cellular suspensions for 10× single-cell sequencing (Single Cell 3′ v.2; 10x Genomics) according to the manufacturer’s instructions. Briefly, a mixture of droplet-based single-cell suspensions, partitioning oil and the reverse-transcription master mix were loaded onto a single-cell chip, and reverse transcription was performed on the Chromium controller at 53 °C for 45 min. Complementary DNA was amplified for 12 cycles on a Bio-Rad C1000 Touch thermocycler using SpriSelect beads (Beckman Coulter) and a ratio of SpriSelect reagent volume to sample volume of 0.6. cDNA was analysed on an Agilent Bioanalyzer High Sensitivity DNA chip for qualitative control. cDNA was fragmented using the proprietary fragmentation enzyme blend at 32 °C for 5 min, which was followed by end repair and A-tailing for 30 min at 65 °C. cDNA were double-sided size selected using SpriSelect beads, followed by ligation with sequencing adaptors at 20 °C for 15 min. cDNA amplification was performed using a sample-specific index oligo as primer, and subsequently another round of double-sided size selection using SpriSelect beads was performed. Final libraries were analysed on an Agilent Bioanalyzer High Sensitivity DNA chip for quality control and were sequenced using a HiSeq 500 Illumina platform, aiming for 50,000 reads per cell.

### Data processing, FASTQ generation and read mapping

The Cell Ranger software (v.3.1; 10x Genomics) implementation of mkfastq was used to convert base calls to reads. These reads were then aligned against the mm10 v.3.0.0 genomes using Cell Ranger’s count function (STAR v.2.7.0) with SC2Pv2 chemistry and 5,000 expected cells per sample^98^. Cell barcodes representative of quality cells with at least 200 unique transcripts and less than 10% of their transcriptome of mitochondrial origin were analysed.

### Data normalization and cell subpopulation identification

Raw unique molecular identifiers (UMIs) from each cell barcode were normalized with a scale factor of 10,000 UMIs per cell. The UMI reads were then natural log transformed with a pseudocount of 1 using the R package Seurat (v.3.1.1)^99^. Highly variable genes were identified, and cells were scaled by regression to the fraction of mitochondrial transcripts as previously described^97^. The aggregated data were subsequently evaluated using uniform manifold approximation and projection (UMAP) analysis over the first 15 principal components, and cell annotations were ascribed using SingleR toolkit (v.3.11) against the Immgen and mouse RNA-seq databases.

### Generation of characteristic subpopulation markers and enrichment analysis

Seurat’s native FindMarkers function with a log-fold-change threshold of 0.25 using the Receiver Operating Characteristic (ROC) test was used to generate marker lists for each cluster. The most highly ranked genes from this analysis were used to perform gene-set enrichment analysis against pathway databases for each cluster or subgroup of cells using the DAVID toolkit as previously described^26^.

### Rac inhibition and *Rac2* KO experiments

EHT 1864 2HCl, a potent Rac family GTPase inhibitor, was acquired from Selleckchem. MSIs were implanted in C57/BL6 wild-type mice for 28 days, using the modified Seldinger technique previously described. Mice were injected with EHT 1864 2HCl (10 mg kg^−1^ per day; *n* = 4) or saline (*n* = 4) from day 0 to 26. The method of injection was as follows: mice were manually restrained using the scruff method. A tent of skin directly above the implant was pulled taught to separate the epidermal and dermal layers from the implant and musculature of the animal, creating a subcutaneous capsular space. A needle was inserted into the subcutaneous space and aspirated before drug administration to ensure a clear field. EHT 1864 2HCl was subsequently injected into the subcutaneous capsule space. FBR capsule tissue was explanted on day 28 and processed for histologic analysis.

For the *Rac2* KO experiments, MSIs were implanted in C57/Bl6.129S6 mice. MSIs were implanted in these C57/BL6 wild-type mice for 28 days using the modified Seldinger technique described above. As *Rac2* is exclusively expressed in haematopoietic-derived cells, the transgenic *Rac2*^−/−^ mouse is an immune-cell-specific KO model. FBR capsule tissue was explanted on day 28 and processed for histologic analysis.

### CODEX immunofluorescence staining

DNA oligonucleotide barcodes and conjugation kits (containing all buffers) were obtained from Akoya Biosciences. For conjugations, 50 mg of purified, carrier-free antibodies were used. See the Supplementary Information for details on antibody clones and barcode information. Staining was done according to the Akoya Biosciences staining protocol. Automated image acquisition and fluidics was performed using Akoya’s software driver CODEX Instrument Manager (CIM v.1.29) and the CODEX platform (Akoya Biosciences). Imaging was performed using a Keyence BZ-X810 microscope, fitted with a Nikon CFI Plan Apo l 20×/0.75 objective. Eleven *z* steps were acquired with the pitch set at 1.5 in the BZ-X software. Raw TIFF files were processed using the CODEX Processor v.1.7.0.6 by Akoya Biosciences.

### Statistical analyses

Results are presented as mean ± s.e.m. Standard data analysis was performed using student’s *t*-tests. Analysis of variance (ANOVA) with post hoc Tukey’s test was used for multiple comparisons. Results were considered significant for *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information Supplementary tables and figures.

Reporting Summary

Supplementary Data 1 Antibody panel for CODEX run.

Supplementary Data 2 Cell-defining genes.

Supplementary Data 3 Human genes, ordered by *P* value.

Supplementary Data 4 Human genes (raw).

Supplementary Data 5 Myeloid Seurat clusters.

Supplementary Data 6 HTG molecular raw data.

### Source data

Source Data Figs. 1–6 and Extended Data Figs. 1, 4 and 7 Source data.

## Data Availability

The main data supporting the results in this study are available within the article and its Supplementary Information. The scRNA-seq data are available from the NCBI Gene Expression Omnibus via the series accession number GSE227908 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227908). Source data for the figures are provided with this paper. The raw and analysed datasets generated during the study are available from the corresponding authors on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

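The processed data are single-cell RNA counts of cells from capsules around standard murine (SM) implants and mechanically stimulated implants (MSIs) in mice at 2 and 4 weeks, with 1 library for each of the 4 conditions. The number of mice behind each library is not given in the paper's text or the sample labels. Each library was taken as 1 sample of the condition that its title and time point give. For the 4-week MSI library the source name says 2 weeks instead, and every 4-week MSI value rests on the title and time point being right. Human samples, protein imaging, histology, finite-element models and the inhibitor and knockout experiments were not used here.

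The authors aligned the reads to the mouse genome build mm10 and counted UMIs with Cell Ranger, and the headers of the files name version 3.1.0. The deposited values are raw UMI counts per gene and cell barcode, in whole numbers, for 27998 genes that are the same in all 4 files. The barcodes had been called as cells and each held at least 500 UMIs. Cells with a high share of mitochondrial UMIs were still present. No gene of the immunoglobulin chains is in the files. Coordinates are from GENCODE release M21 on GRCm38, the assembly of mm10, in which 27645 (98.7%) of the gene identifiers were found.

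Barcodes with at least 200 UMIs and under 10% mitochondrial UMIs were kept, as in the paper's methods. This left 13746 cells with 56895205 UMIs from SM capsules at 2 weeks, 10823 cells with 54980743 UMIs from MSI capsules at 2 weeks, 7900 cells with 48942312 UMIs from SM capsules at 4 weeks and 7757 cells with 14595717 UMIs from MSI capsules at 4 weeks. Counts were scaled to 10000 per cell and transformed as the natural log of the value plus 1. The 2000 genes with the highest variance for their mean were chosen from the cells of all libraries together, leaving out 80 genes that the paper reports, and their values were regressed on the mitochondrial share. Exact principal components were computed and 15 were kept. A graph of 20 nearest neighbours, weighted by shared neighbours, was partitioned with the Leiden algorithm at a resolution of 0.8 for all cells, 0.5 for the myeloid cells and 0.5 for the fibroblasts, with a fixed seed of 1. Libraries were not aligned to each other before clustering.

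Clusters were named from fixed marker lists, largely those of Supplementary Data 2 and 5. The limits of the naming rule were set and revised after the clusters had been seen. For the clusters of all cells, the mean normalized value over each list was scaled from 0 in the lowest to 1 in the highest cluster, for lists whose highest cluster reached at least 0.5, and the top list named the cluster when it led the next one by at least 0.25. A cluster of myeloid cells was named after the c0 to c7 list with the highest mean difference in normalized value (natural log) from the other myeloid cells, when that was at least 0.3 and no other of these lists had more markers among the 10 leading genes of the cluster. Either name needed at least 3 markers with a mean normalized value of at least 0.1, and a cluster with few UMIs and none of its markers among the 10 leading genes was left unnamed. Clusters of myeloid cells or fibroblasts with more markers of another class than of their own among these 10 genes were called mixed and left out of every class, except that clusters first named fibroblasts were moved to the endothelial, mural or skeletal muscle cells where that was the other class. The mixed clusters held 580 cells of the 2-week SM library, 336 of the 2-week MSI library, 310 of the 4-week SM library and 31 of the 4-week MSI library. The minimum of 5% of fibroblasts for the *Acta2* cluster was likewise set after the clusters were seen.

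Doublet scores were computed in each library with Scrublet as included in Scanpy. Its automatic limit called 1 cell in the 2-week SM library and 7 cells in the 2-week MSI library, so a score of 0.2 was set for all libraries after these calls were seen. It called 480, 305, 241 and 220 cells in the 2-week SM, 2-week MSI, 4-week SM and 4-week MSI libraries, which were kept in the main analysis and removed in an alternative.

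Gene levels are pooled raw counts of a library and group of cells, scaled to the total UMIs of that pool (CPM), with exact Poisson 95% intervals, and log2 ratios of pooled CPM have exact conditional binomial intervals. Shares of cells have exact Clopper-Pearson intervals. All of these intervals cover counting error only, not differences between mice. Those of gene levels and ratios treat the pooled UMIs as independent and leave out differences between the cells of a library. With 1 library per condition no test between conditions and no count of changed genes was made, and library and condition cannot be separated. For shares of cells with a UMI, each cell was also thinned to 500 UMIs, which left out 0 cells. Weighted ratios give each group of cells the same weight in every library. Their 95% intervals are a normal approximation on the log scale and also cover counting error only.

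The Baker-IV score is the mean of the normalized values of 21 of the first 25 genes of the list in Supplementary Data 4. The median log2 ratio of the list was set beside 10000 random lists matched on mean expression, drawn from genes with at least 10 counts. Apart from the genes that the paper names, the 5 highest and 5 lowest genes in MSI against SM capsules, among those with 1 direction at both time points and at least 50 CPM in 1 of the 4 pools, were taken in fibroblasts and in each named myeloid class.

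The alternatives were a minimum of 500 genes per cell, a mitochondrial limit of 5%, removal of called doublets, clustering with all variable genes, 0.5 and 2 times the cluster resolution for all cells and for myeloid cells (the resolution for fibroblasts was kept), classes from each cell's own marker scores, shares of the cells of the 4 named classes, means over cells, thinning, and 3 changes of the Baker-IV score (100 genes, hand-matched symbols and genes scaled to unit SD). A clustering that also left out the c0 to c7 marker genes was added after the data had been seen.

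The pooled ratios, their intervals and the random lists were tested on simulated data, with pooled counts of 2 libraries drawn from Poisson distributions and known changes given to 200 genes. For myeloid cells of MSI against SM capsules at 2 weeks, the intervals held the true ratio for 95.6% of 11669 genes, and 100% of the changed genes that were measured had the right direction. For the same comparison at 4 weeks these were 95.7% of 11182 genes and 99.5%. Such data hold no differences between mice or between cells of a library, so the test cannot show how far these would widen the intervals. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, Scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, statsmodels 0.14.6 and matplotlib 3.10.9.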

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

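The tests for haemoglobin genes, for the mix of clusters behind *Cd44*, for the share of the *Acta2* cluster and for Y-linked genes were chosen after the result was seen, and the limits for reading the weighted ratios, the haemoglobin test, the *S100a8* test and the *H2-Aa* test were set or revised after their first values were seen. Each condition is 1 library, so no difference between 2 and 4 weeks was tested, and all intervals are of counting error only.

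In 9 results, counting ratios without weights that the text gives and whose counting intervals leave out 0 at both time points, the 2 time points moved in opposite directions between MSI and SM capsules. *Clec4b1* over all cells had a log2 ratio of 0.51 at 2 weeks and -1.14 at 4 weeks. No technical or biological explanation for *Clec4b1* was tested, and the 4-week MSI value rests on 151 UMIs.

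*Cd44* in myeloid cells had a log2 ratio of -0.56 at 2 weeks and 0.78 at 4 weeks. With the same weights for the 8 groups of myeloid clusters in every library the ratios were -0.41 and 0.090. The first value argues against a different mix of clusters as the whole cause at 2 weeks, whereas at 4 weeks most of the rise went with the mix, which may be its source. A response of the cells to the implant stays open as untested.

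*Rac2* in c1-like cells had a log2 ratio of 0.49 at 2 weeks and -0.51 at 4 weeks. With a minimum of 500 genes per cell, which left 33 such cells in the 4-week SM library and 400 in the 4-week MSI library, the 4-week ratio was 0.073. The 4-week direction may thus depend on which shallow cells are counted, and the cause was not tested.

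*H2-Aa* in T or NK cells had a log2 ratio of 0.51 at 2 weeks and -1.53 at 4 weeks. Cells with at least 5 *H2-Aa* UMIs, 11 and 6 in the SM and MSI libraries at 2 weeks and 5 and 10 at 4 weeks, held 95.2%, 95.4%, 94.4% and 75.3% of these UMIs. Of these cells 9.09%, 33.3%, 0% and 20.0% were called doublets. Without them the ratios were 0.43 (-0.65 to 1.51) and 0.54 (-0.32 to 1.49), but the cells were left out by the same UMIs that are compared, so this does not decide. A few antigen-presenting cells counted as T or NK cells, doublets and a change in T cells themselves cannot be told apart.

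*Acta2* over all fibroblasts had a log2 ratio of -0.20 at 2 weeks and 0.80 at 4 weeks. With the *Acta2* cluster given the same weight in every library the ratios were 0.35 and 0.41. The second value argues against the share of this cluster as the whole cause at 4 weeks. At 2 weeks the ratio changed sign, and inside and outside the cluster it went in opposite directions (1.09 and -0.94), so that the share of the cluster and changes within the groups cannot be told apart there. Outside the cluster *Acta2* also moved in opposite directions, with -0.94 (-1.02 to -0.86) at 2 weeks and 0.64 (0.43 to 0.83) at 4 weeks, for which no explanation was tested.

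*Plaur* in fibroblasts had a log2 ratio of -0.37 at 2 weeks and 0.61 at 4 weeks, the latter from 71 UMIs in MSI fibroblasts. Its level was 18.4%, 11.6%, 15.8% and 7.24% of that of myeloid cells in the 2-week SM, 2-week MSI, 4-week SM and 4-week MSI libraries. The highest fixed myeloid marker of the 4-week MSI library stood at 6.19%, within the counting error of those 71 UMIs. No explanation of the opposite directions was tested.

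In myeloid cells that were neither c1-like nor c4-like, *Ccl4* had a log2 ratio of 0.56 at 2 weeks and -0.88 at 4 weeks, and *Cxcl2* of 0.21 and -0.48. No explanation was tested for these 2 genes in these cells.

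Among genes that the paper does not discuss for fibroblasts, *Lcn2* was higher in MSI fibroblasts with log2 ratios of 2.32 at 2 weeks and 2.63 at 4 weeks. Its level in fibroblasts was at least 23.9% of that in myeloid cells in each of the 4 libraries, above every fixed myeloid marker, which argues against free RNA from myeloid cells as the whole source. The rise was not limited to fibroblasts. In myeloid cells *Lcn2* stood at 61.9 CPM in SM and 599 CPM in MSI capsules at 2 weeks, and 18.6 and 299 CPM at 4 weeks. A response of fibroblasts to the MSI is a biological explanation that stays open as untested, since library and condition cannot be separated. *Thbs4* was lower in MSI fibroblasts, with -1.39 and -2.52, and no explanation was tested for it.

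Haemoglobin genes were higher in several MSI groups: *Hbb-bs* in c1-like cells, with log2 ratios of 3.03 at 2 weeks and 3.15 at 4 weeks, and *Hba-a1* in c2-like cells, with 3.98 and 3.66. Free RNA from red blood cells would raise these genes alike in fibroblasts, myeloid and lymphoid cells. The lowest ratio over these 3 classes and 4 haemoglobin genes was 1.67 at 2 weeks and -2.35 at 4 weeks, but cells of at least 5 haemoglobin UMIs held 52.3% to 99.3% of the counts in these classes, except 43.2% in 2-week SM myeloid cells and 0% in 2-week SM lymphoid cells. The value of -2.35 is of *Hba-a1* in lymphoid cells, where 2 SM cells held 99.5% of its SM counts. Without cells of at least 5 haemoglobin UMIs the lowest ratio was 0.72 at 2 weeks and 3.80 at 4 weeks. These cells were left out by the same UMIs that are compared, so this does not decide. Free RNA and red blood cells caught with other cells therefore cannot be told apart.

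*S100a9* was higher in MSI c3-like cells (1.57 at 2 weeks and 2.91 at 4 weeks) and *S100a8* in MSI c4-like cells (2.79 and 3.15). The rise was not limited to these cells. *S100a8* was also higher in MSI c5-like cells (1.46 and 5.10) and c6-like cells (4.64 and 7.14). In fibroblasts it stood at 45.4 CPM in SM and 121 CPM in MSI capsules at 2 weeks, and 19.3 and 886 CPM at 4 weeks. Free RNA from neutrophil-like cells was tested as putting *S100a8* at a like percentage of its c1-like level in fibroblasts, B cells and T or NK cells of a library. The highest of these percentages was at least 3.22 times the lowest in each library. Free RNA adds molecules to each droplet, however, so that its percentage also depends on the depth of the class, and the B cells of 3 libraries held 1 to 3 UMIs of *S100a8*. The c3-like and c4-like cells were not part of that test. Both genes are markers of the c1-like cells and were not left out of the clustering. Free RNA, doublets and a change in the cells cannot be told apart.

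The remaining genes were outside those the paper discusses, and no explanation was tested for them. *Gpnmb* was higher in MSI c0-like cells (1.70 at 2 weeks and 2.14 at 4 weeks), and *Bcl11a* in MSI c5-like cells (1.51 and 2.10). *Ppbp* was lower in MSI c0-like cells (-2.39 and -1.46) and c4-like cells (-4.11 and -2.55), the latter against 92 and 33 SM cells. *Lpl* was lower in MSI c1-like cells (-2.36 and -3.57), *Gm42418* in c2-like cells (-0.92 and -2.53), *Vegfa* in c3-like cells (-1.21 and -1.21) and *Ccl17* in c5-like cells (-1.24 and -2.78). *Lpl* is among the markers that named the c0-like cells. The lower level of *Gm42418* was not limited to c2-like cells. In MSI fibroblasts *Gm42418* was also lower (-0.90 and -2.07), as in c0-like (-1.45 and -2.81) and c5-like cells (-1.05 and -2.09). In MSI c1-like cells it was lower at both time points as well. It was not among the 5 lowest genes of c3-like, c4-like or c6-like cells.

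The Y-linked gene *Ddx3y* was present in all 4 libraries, with 70.9 CPM in the lowest, whereas the paper describes female mice. A mixture of female cells with some male cells or male RNA would bring *Xist*, of which the 4 libraries held 4 UMIs against 13609 of *Ddx3y*, and this argues against it. *Eif2s3y* was present in all 4 libraries as well, with 30.9 CPM in the lowest. *Kdm5d* and *Uty* were present in all 4 libraries too. These values argue against female animals as the source of the cells in each of the 4 libraries. Whether the description of the sex is wrong or the samples come from other animals was not tested.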

How the results depend on the processing

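The clustering that also left out the c0 to c7 marker genes was chosen after the results were seen, and the score limit used to remove called doublets was set after the first doublet calls were seen; the other alternatives were chosen before the data were examined. No paired analysis was possible because each condition has 1 library. Of 132 values of the 16 results that answer a main comparison, 100 stayed within the counting interval or, for the score, the same to 3 digits, 31 moved further and 1 reversed. In 1 of the 31 the sign changed as well, from a value whose interval held 0 (*Rac2* in myeloid cells at 4 weeks, below). Of 760 values of 98 other results, 605 stayed, 148 moved with the same sign and 7 reversed. The cause was not tested for any change given here. Settings of the clustering cannot change a value over all cells and say nothing on the stability of those values.

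With at least 500 genes per cell, the difference between MSI and SM in the c1-like share fell to 5.54 percentage points at 2 weeks and 14.3 at 4 weeks. That in the c4-like share rose to 20.3 and 35.9, and that in the myeloid share was 16.2 at 4 weeks. The 4-week log2 ratio of *Rac2* was 1.70 in all cells and -0.19 in myeloid cells, and in c1-like cells it reversed to 0.073. That of *H2-Aa* in lymphoid cells was 1.11 at 4 weeks. *Acta2* in the *Acta2* cluster reversed to -0.13 at 4 weeks, and the 4- to 2-week ratio of *Ccl4* in SM capsules to 0.15. The difference in the Baker-IV score was 0.0955 at 2 weeks and 0.109 at 4 weeks.

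With under 5% mitochondrial UMIs, the myeloid share differed by 7.11 and 18.6 percentage points and the Baker-IV score by 0.105 and 0.117. Removal of called doublets gave 0.24 for *H2-Aa* in lymphoid cells at 2 weeks. With clusters built from all variable genes, the c4-like share differed by 14.8 percentage points at 2 weeks and *Acta2* in its cluster reversed to -0.13 at 4 weeks. With clusters built also without the marker lists, the c4-like share differed by 0.700 percentage points at 2 weeks and the Baker-IV score by 0.104.

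As a mean over cells, the log2 ratio of *Rac2* was 0.82 and 1.21 in all cells and 0.80 and 0.16 in myeloid cells. *Arg1* in myeloid cells reversed to -0.11 at 2 weeks, and the 4- to 2-week ratio of *C5ar1* in MSI capsules to -0.046. *H2-Aa* in lymphoid cells was 2.92 and *Acta2* in fibroblasts 0.61 at 4 weeks. With each cell thinned to 500 UMIs, the difference in the share of myeloid cells with a *Rac2* UMI at 4 weeks reversed from -13.2 to 1.35 percentage points, and the Baker-IV score differed by 0.0470 and 0.144.

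The Baker-IV score also moved with its genes. For the Baker-IV score in myeloid cells, MSI minus SM, 2 weeks, the difference was 0.0380 with 100 genes and 0.0885 with hand-matched symbols. For the Baker-IV score in myeloid cells, MSI minus SM, 4 weeks, it reversed to -0.0249 with 100 genes and was 0.0304 with hand-matched symbols. With genes scaled to unit SD the differences were 0.122 at 2 weeks and 0.0984 at 4 weeks. These are in units of SD, so only their sign compares with the other values.

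Over the alternatives run for each, *Rac2* in all cells ranged from 0.82 to 1.01 at 2 weeks and from 1.21 to 1.82 at 4 weeks, the myeloid share difference from 5.48 to 7.11 and from 12.4 to 18.6 percentage points, and the c4-like share difference at 4 weeks from 22.4 to 35.9. The 355 fibroblasts and the shallow cells of the 4-week MSI library limit the 4-week values: *Yap1* rests on 50 UMIs there.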

Differences from the paper's values

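For the part of each cluster that came from each library, Fig. 5a and the values here differ in 5 places when the figure is read with its own key. For cluster 1, the paper's share of the 2-week MSI library is about 5% and that of the 4-week SM library about 33% (Fig. 5a, read by eye), against 33.6% and 5.88% of c1-like cells here. For cluster 4, the paper's shares are about 1% for the 2-week MSI library and about 47% for the 4-week SM library (Fig. 5a, read by eye), against 48.6% and 1.23% of c4-like cells. For these 4 values none of the alternatives named next closed the gap. For the 2-week SM library, the paper's share of cluster 4 is about 2% (Fig. 5a, read by eye) against 3.44% here. All 6 alternatives of the cell filter and clustering listed before the data were examined, of which the removal of doublets had its score limit set after the first doublet calls were seen, brought that value closer: 2.99% with at least 500 genes per cell, 1.54% with under 5% mitochondrial UMIs, 2.33% without called doublets, 2.14% with all variable genes, 2.04% at 0.5 times and 2.63% at 2 times the resolution. The key of Fig. 5a gives navy to the 2-week MSI and orange to the 4-week SM capsules, whereas the keys of Fig. 3a and Fig. 4a give these colours the other way round. Read with the key of Fig. 3a, the figure's shares of these libraries would be about 33% and 5% for cluster 1 and about 47% and 1% for cluster 4. The clusters here were rebuilt and named from marker lists.

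In the statements that follow, the paper's finding comes first. The paper describes *Rac2* as raised in MSI cells, and while it was higher over all cells here, in myeloid cells the log2 ratio was 0.53 at 2 weeks and -0.05 at 4 weeks, or 0.16 as a mean over cells and -0.19 with at least 500 genes per cell. The paper lists *Clec4b* among inflammatory genes that are higher in MSI cells, rise over time there and subside in SM capsules, and *Clec4b1* here was higher in MSI capsules at 2 weeks (0.51) and lower at 4 weeks (-1.14), with 4- to 2-week ratios of 1.28 in SM and -0.37 in MSI capsules. The paper gives *Rac2*, *Mif*, *Cd44*, *Ccl4*, *Cxcl2* and *Plaur* as higher in the clusters enriched in MSI capsules, without naming a cluster for each, and cluster 1 as an example for *Rac2*. In c1-like cells here, 5 of these 6 genes were above the other myeloid cells in all 4 libraries and *Mif* was below them (-0.81 to -0.26). In c4-like cells *Mif* was above the other myeloid cells (1.12 to 1.42), whereas *Rac2* (-1.28 to -0.52) and *Ccl4* (-2.22 to -1.74) were below them in all 4 libraries and *Cxcl2* was below them except in the 4-week SM library (0.09). For *Cd44* in c4-like cells the ratios to the other myeloid cells were -0.05 to 0.34 and for *Plaur* -0.04 to 0.88, below 0 in the 4-week MSI library for *Plaur* and in both 2-week libraries for *Cd44*. The paper gives *Rac1* as higher in cluster 4, and in c4-like cells it was below the other myeloid cells of the MSI libraries (-0.34 and -0.24). The paper describes more myofibroblast differentiation in MSI capsules, from higher *Acta2* within its myofibroblast cluster and from protein staining of capsules. Protein was not measured here, and the share of a cluster is another measure. The *Acta2* cluster here was 12.6% of MSI and 29.2% of SM fibroblasts at 2 weeks. *Acta2* over all fibroblasts was lower in MSI capsules at that time (-0.20), although it was higher within the cluster (1.09). At 4 weeks the cluster was 16.6% of MSI and 13.2% of SM fibroblasts and *Acta2* over all fibroblasts was higher in MSI capsules (0.80). The methods describe female mice, and *Ddx3y* stood between 70.9 and 105.4 CPM with 4 UMIs of *Xist* in all.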

Other observations

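The test for the mix of clusters behind *Rac2* in myeloid cells was chosen after the result was seen, and the limits for reading it and the other weighted ratios were revised after their first values were seen, as was the reading of the class II test.

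*Rac2* over all cells was higher in MSI than in SM capsules. When cell classes and myeloid clusters had the same weights in every library, the log2 ratio was 0.29 (0.21 to 0.37) at 2 weeks, which argues against a different mix as the whole cause, and 0.026 (-0.10 to 0.15) at 4 weeks, where a different mix of cells is a candidate explanation. More *Rac2*-rich cells around an MSI would itself be a response to it, which was not tested. Within myeloid cells the weighted ratios were 0.32 (0.25 to 0.39) and -0.11 (-0.23 to 0.01). The 4-week interval holds 0, so no direction is read from it. The weighted ratio was still raised at 2 weeks and not detectably raised at 4 weeks. This argues against the mix of clusters as the reason for that pattern. Whether the time points differ was not tested.

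MHC class II genes were higher in MSI lymphoid cells. At 4 weeks B cells were 7 of 192 lymphoid cells in SM and 1401 of 2039 in MSI capsules. The log2 ratio of *H2-Aa* was then 1.70 over all lymphoid cells. It was not detectably raised among B cells alone and was -1.53 among T or NK cells. This argues against a rise within either class as the whole cause at 4 weeks, although the SM values rest on few cells. More B cells may be the cause then. At 2 weeks the ratio among T or NK cells was 0.51, against 0.48 over all lymphoid cells, which argues against more B cells as the whole cause at that time. Without called doublets these 2-week ratios fell to 0.22 and 0.24. The T or NK value rests on 6 and 11 cells of the MSI and SM libraries that held most of the UMIs, and a change in T or NK cells was not tested.

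Of the 1430 B cells, 1401 came from the 4-week MSI library. Lymphoid tissue taken together with the capsule would bring resting follicular B cells and resting T cells. Of these B cells, 45.8% held a UMI of 3 resting B-cell genes (of 4 listed, 3 are in the files), against 3.38% of fibroblasts of that library at median depths of 1032 and 4160 UMIs. The resting T-cell genes stood at 611 CPM in its T or NK cells, against 213, 219.9 and 246 CPM in the 2-week SM, 2-week MSI and 4-week SM libraries. A list of plasma or activated B-cell genes was found in 3.28% of the B cells and in 53.2% of the fibroblasts, so it does not separate them. Since resting lymphocytes could also enter the capsule itself, the 2 sources cannot be told apart.

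The 94 cells with both B-cell and myeloid genes may be doublets of a B cell and a myeloid cell: 84.0% of them were called doublets against 2.91% of other cells, and their median was 1956.5 UMIs against 1032 for B cells. Mural cells counted as fibroblasts are argued against as the source of *Acta2* in the *Acta2* cluster, where the most frequent mural gene, *Notch3*, was found in 3.02% of cells against 80.8% of the 26 mural cells, and *Dcn* in 99.5% against 50%. The rise of *Cxcl2* in MSI fibroblasts may come from free RNA of myeloid cells. Its level reached at most 2.87% of the myeloid level, within the range of the fixed myeloid markers in each of the 4 libraries. At 2 weeks, however, only *Csf1r* (4.41% in SM and 8.63% in MSI capsules) stood above it. The medians of the markers there were 0.923% and 1.13%, so free RNA is not shown to be the whole source.

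The 6 pairs of libraries shared 856 barcodes, which for barcodes drawn at random from 1 list corresponds to a list of 735562 barcodes (687893 to 787436). The methods name version 2 of the 10x 3' kit and the sample records version 3. The barcode lists of these versions are not among the data, so the size was not compared with them.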
